# Loss of TET function in T regulatory cells yields ex-Treg cells biased toward T follicular helper cells, causing autoimmune diseases through autoantibody production

**DOI:** 10.3389/fimmu.2026.1684023

**Published:** 2026-03-27

**Authors:** Kazumasa Suzuki, Leo J. Arteaga-Vazquez, Bruno Villalobos Reveles, Lot Hernández-Espinosa, Isaac F. López-Moyado, Atsushi Onodera, Daniela Samaniego-Castruita, Ferhat Ay, Arlet Lara-Custodio, Patrick G. Hogan, Hugo Sepulveda, Anjana Rao

**Keywords:** autoimmune diseases, DNA methylation, ex-Treg cells, FOXP3, inflammation, regulatory T(Treg) cell, TET methylcytosine dioxygenase, TET2 and TET3

## Abstract

**Introduction:**

T regulatory cells (Treg cells) express the transcription factor FOXP3 and maintain immune homeostasis by attenuating effector responses. Treg cells are prone to lose FOXP3 and convert to pathological ‘ex-Treg’ cells under conditions of strong or chronic inflammation. One mechanism for loss of FOXP3 expression involves increased DNA methylation of intronic enhancers *CNS1* and *CNS2* in the *Foxp3* locus; these enhancers are maintained in a demethylated state by TET enzymes, 5-methylcytosine (5mC) dioxygenases that generate 5-hydroxymethylcytosine (5hmC) and other oxidized methylcytosines that are essential intermediates in all pathways of DNA demethylation. We previously showed that FOXP3_+_ Treg cells from *Tet2/3*-deficient (*Tet2/3 DKO*) mice displayed increased methylation of *CNS1* and *CNS2* and converted to FOXP3-negative ex-Treg cells considerably more efficiently than wild-type (WT) Treg cells.

**Method:**

We extend our previous analysis of *Foxp3-Cre Tet2/3*_fl/fl_ mice.

**Results and discussion:**

We classified the mice as DKO-moderate or DKO-severe based on the total number of leukocytes in the spleen and peripheral lymph nodes and investigated the phenotypic and molecular basis for the progressive inflammation occurring in these mice. RNA-seq as well as histological and immunocytochemical analyses showed a striking expansion of T follicular helper (Tfh) cells and plasma cells in *Tet2/3 DKO*-severe mice. And single-cell (sc) RNA-seq analyses suggested that this was due to skewed differentiation of both *Tet2/3 DKO* FOXP3_+_ Treg cells and *Tet2/3 DKO FOXP3*_–_ ex-Treg cells into Tfh-like cells. Base-resolution “6-base” sequencing showed the expected loss of 5hmC and increased 5mC in Tfh cells purified from *Tet2/3 DKO*-severe mice, and suggested that the observed bias in gene expression patterns could arise either from a direct increase in methylation of essential enhancers due to TET deficiency, or from interference with binding of methylation-sensitive transcriptional repressors including CCCTC-bindingfactor (CTCF).

## Introduction

T regulatory cells (Treg cells) maintain immune homeostasis and immunological self-tolerance and suppress pathological inflammation in both humans and mice (1–8). The lineage-determining transcription factor FOXP3 controls the development and suppressive function of Treg cells (9, 10). FOXP3-expressing Treg cells are typically stable under steady state conditions *in vivo* (11) but can lose FOXP3 and convert to pathological cells called “ex-Treg” cells in strong or chronic inflammatory environments (11–20). Ex-Treg cells lose the ability to suppress inflammation and can additionally convert to effector CD4^+^ T cells of different lineages—Th1, Th2, Th17, and T follicular helper (Tfh) cells that secrete pro-inflammatory cytokines (IFN-γ, IL-4, IL-17, and IL-21)—thereby promoting chronic inflammation and the development of autoimmune/inflammatory diseases (11–20). Ex-Treg cells have been suggested to promote autoimmune reactions in several mouse models of disease, including type 1 diabetes (14), graft-versus-host disease (16), multiple sclerosis (17), and autoimmune arthritis (18, 19). However, it is still unclear how ex-Treg cells acquire inflammatory functions after loss of FOXP3.

The stability of FOXP3 expression during mouse Treg cell differentiation is regulated by two conserved non-coding sequence elements, *CNS1* and *CNS2*, located in the first intron of the *Foxp3* gene (5′ of the first coding exon) (21–23). *CNS2*, also termed Treg-specific demethylated region (TSDR) (24), controls the stability of *Foxp3* expression in a manner linked to the DNA modification status of *CNS2* (24–27). CpG sites in the *Foxp3CNS2* element are predominantly unmethylated (C/5fC/5caC) in Treg cells, but fully methylated (5mC/5hmC) in naïve T cells (21, 24, 27–32). The TET dioxygenases TET2 and TET3 act redundantly to deposit 5hmC at the *CNS1* and *CNS2* enhancers during Treg cell differentiation, resulting in their demethylation (loss of 5mC) (28, 33). The combined disruption of the *Tet2* and *Tet3* genes in developing thymocytes of *CD4-Cre Tet2/3^floxed/floxed^* (*Tet2/3^fl/fl^*) mice resulted in the striking antigen-dependent expansion of iNKT cells, together with massive inflammation due to partial loss of T regulatory cells in the thymus and their almost complete loss in the periphery (34). The loss of Treg cells in these *CD4-Cre Tet2/3^fl/fl^* mice was at least partly due to reduced Treg stability due to loss of FOXP3 expression, which in turn was due to increased DNA methylation of *CNS1* and *CNS2* (28, 30, 33, 35). The addition of the TET activator vitamin C during *in vitro* differentiation of mouse and human iTreg cells increased TET enzymatic activity, maintained the *CNS1* and *CNS2* enhancers in a demethylated state, and increased the stability of FOXP3 expression (28, 31). Importantly, both *CNS2*-deficient and *Tet2/3*-deficient Treg cells lose FOXP3 in a manner that depends on cell division (21, 22, 28). The loss of FOXP3 or *CNS2* could be ameliorated by treatment with IL-2 or certain other cytokines (22) or the combination of IL-2, retinoic acid, and vitamin C (28, 36).

To understand the specific role of TET2/TET3 in Treg cells *in vivo*, we examined *Foxp3-Cre Tet2/3^fl/fl^* mice. These mice developed a progressive autoimmune/inflammatory disease that was fatal by 8–22 weeks of age (33, 35). Treg cells from these mice displayed increased methylation of the intronic enhancers *CNS1* and *CNS2* in the *Foxp3* gene, albeit to a lesser extent than observed in *CD4-Cre Tet2/3^fl/fl^* mice, reflecting the fact that CD4 is expressed earlier than FOXP3 during Treg development. In this early study, we analyzed the molecular phenotypes of only two 14-week-old *Foxp3-Cre Tet2/3^fl/fl^* mice, and RNA-seq data from CD4^+^ FOXP3^−^ T cells from one of these two mice showed the upregulation of Tfh-related and Th17-related genes (33). Treg cells from *Foxp3Cre Tet2/3^fl/fl^* mice were more prone to lose FOXP3 expression and become “ex-Treg” cells compared to wild-type (WT) Treg cells (33). Notably, total CD4^+^ T cells from *Foxp3-Cre Tet2/3^fl/fl^* mice were uniformly able to elicit a dominant inflammatory disease after transfer into recipient immunocompetent mice (33), despite the presence of wild-type Treg cells in the recipient mice. The data emphasized two points: first, TET proteins are essential for the maintenance of Treg cell stability and immune homeostasis in mice, and second, the inflammatory phenotype in the transfer experiments was driven, at least in part, by ex-Treg cells that acquired effector function (33).

In this study, we expanded our analysis of the role of TET dioxygenases in Treg and ex-Treg cells from *Foxp3-CreTet2/3^fl/fl^* mice. Phenotypically, the mice showed clear evidence of splenomegaly and lymphadenopathy that we classified as moderate or severe based on the total number of leukocytes in the spleen. The frequencies and numbers of total CD4^+^ T cells and CD4^+^ FOXP3^+^ Treg cells increased strikingly in DKO-severe compared to WT mice. As the disease advanced from DKO-moderate to DKO-severe, the mice showed increased T-cell activation as judged by a progressive decrease in the numbers of naïve CD4^+^ T cells. Histological and immunocytochemical analyses, together with flow cytometry, showed increased lymphocyte infiltration into many organs, increased numbers of neutrophils and plasma cells in DKO-severe mice, and an expansion of cytotoxic CD8^+^ T cells with increased expression of perforin and granzyme B. By performing bulk and single-cell (sc) RNA-seq on CD4^+^ T cells from WT and DKO-severe mice, we found increased expression of Tfh-associated genes, which was confirmed using flow cytometry, revealing increased expression of Tfh surface markers in both FOXP3^+^ Treg cells and FOXP3^−^ ex-Treg cells of *Foxp3Cre DKO* mice. Changes in 5mC and 5hmC distribution presented a complex picture depending on the genes involved, suggesting that increased methylation due to TET deficiency could reflect direct methylation of essential enhancers or decreased binding of transcriptional repressors such as CTCF. We conclude that FOXP3-negative ex-Treg cells from mice with selective deficiency in *Tet2* and *Tet3* in Treg cells show biased conversion to Tfh cells and cause systemic inflammation with variable onset whose severity progressively increases with age.

## Results

### Defining the level of systemic inflammation in *Foxp3-CreTet2/3^fl/fl^* mice

At 14 weeks of age, *Foxp3-CreTet2/3^fl/fl^* mice could be divided into two groups distinguished by moderate or severe splenomegaly and lymphadenopathy (**Figure 1A**), defined as DKO-moderate and DKO-severe depending on whether they had fewer than or more than 4 × 10^8^ splenocytes and peripheral lymphocytes (from cervical and inguinal) (**Figure 1B**). The DKO-severe group contained a higher proportion of female mice (9/14, 64%) compared to the DKO-moderate group (3/11, 27%) (**Figure 1C**), suggesting that female mice are more likely to develop severe symptoms in *Foxp3-CreTet2/3^fl/fl^* mice. This conclusion was corroborated by the survival curve in the previous paper (reproduced here as **Supplementary Figure 1A**). No mice survive beyond early adulthood (6 months), indicating that the variability in disease development (the difference between moderate and severe phenotypes) is due to a variable time course of disease development in individual mice.

**Figure 1:**
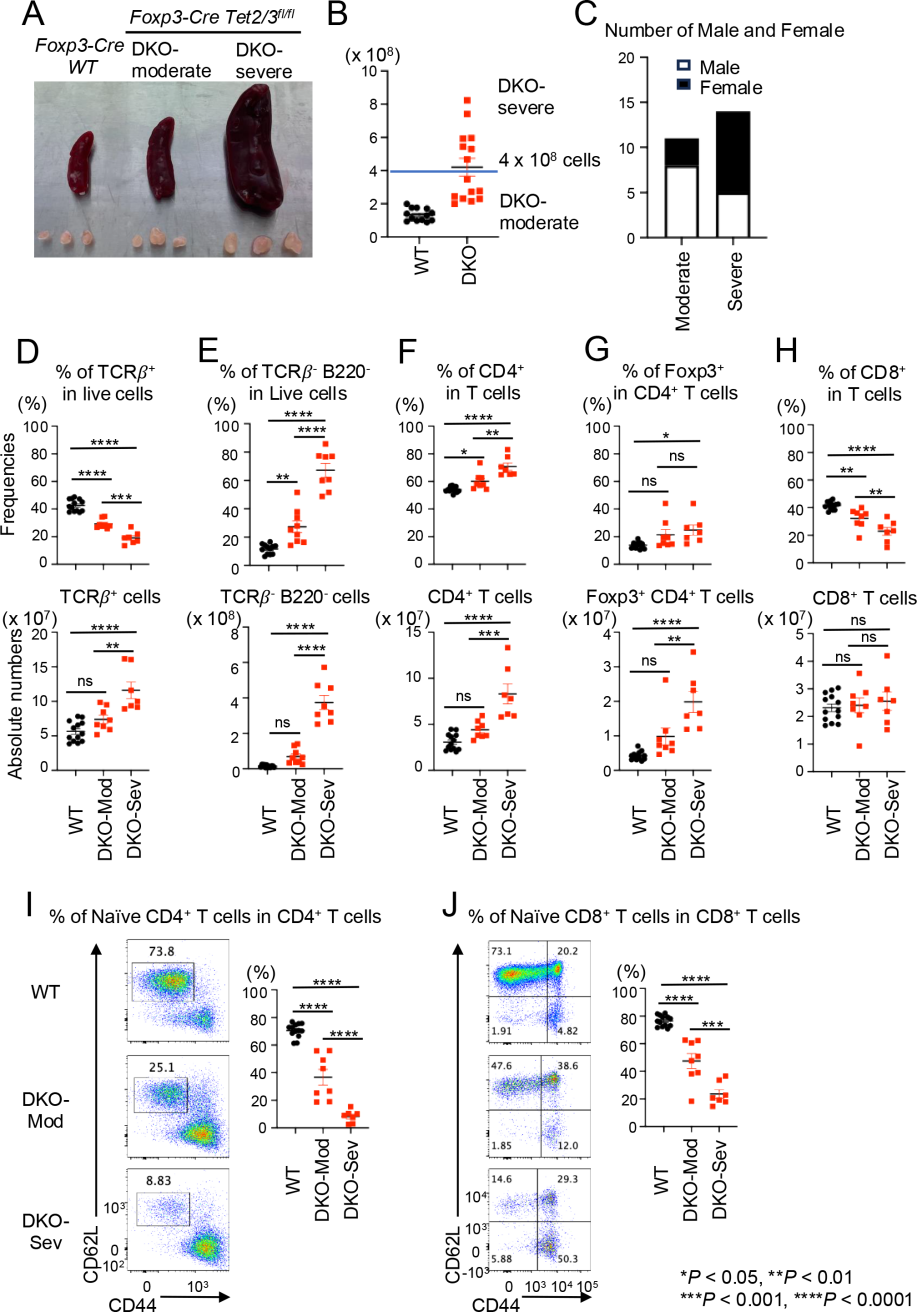
DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice display CD4^+^ cells and TCRβ^−^ B220^−^ cells proliferation with strong inflammation. **(A)** Representative pictures of spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT*, DKO-moderate, and DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old). **(B)** Absolute cell number of pooled spleen and peripheral lymph nodes (cervical and inguinal) of *Foxp3Cre WT*, DKO-moderate, and DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old). **(C)** Number of male and female in DKO-moderate and DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old). (**D–H**) Quantification of the frequency (*top*) and absolute number (*bottom*) in pooled spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT*, *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old). **(D)** Frequency of TCRβ^+^ cells in live cells and absolute number. **(E)** Frequency of TCRβ^−^ B220^−^ cells in live cells and absolute number. **(F)** Frequency of CD4^+^ cells in TCRβ^+^ cells and absolute number. **(G)** Frequency of YFP(FOXP3)^+^ cells in TCRβ^+^ CD4^+^ cells and absolute number. **(H)** Frequency of CD8^+^ cells in TCRβ^+^ cells and absolute number. **(I, J)** Representative flow cytometry plots of CD62L^high^ CD44^low^ cells in TCRβ^+^ CD4^+^ cells **(I)** or TCRβ^+^ CD8^+^ cells **(J)** and quantification of the frequency of the cells in pooled spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT*, *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old). Error bars show mean ± SEM from at least three independent experiments. Statistical analysis was performed using one-way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

Although the percentage of T cells (TCRβ^+^ cells) among live cells in the spleen and lymph nodes decreased, the absolute number of T cells increased in DKO-severe compared to WT or DKO-moderate mice (**Figure 1D**). This reflected an increase in the frequencies and absolute numbers of cells other than T or B cells (TCRβ^−^ B220^−^ cells) in both DKO-moderate and DKO-severe mice (**Figure 1E**). CD4^+^ T-cell frequencies and absolute numbers increased slightly in the DKO-moderate group and considerably in the DKO-severe group compared to WT (**Figure 1F**). The absolute numbers of *Tet2/3DKO* Treg cells also increased, especially in DKO-severe mice (**Figure 1G**), but the levels of FOXP3 expression assessed using flow cytometry were similar to those of WT Treg cells (data not shown). These findings support our prior conclusion that Tregs in *Foxp3CreTet2/3^fl/fl^* mice have largely lost suppressive function and gained a dominant inflammatory phenotype, measured by their decreased ability, compared to wild-type Tregs, to correct the inflammation induced by *scurfy* cells in T-cell and bone marrow adoptive transfer experiments (33). The absolute numbers of CD8^+^ cells (as a fraction of all T cells) did not change in the spleen and lymph nodes of DKO-moderate or DKO-severe compared to WT mice (**Figure 1H**); however, the percentage of naïve cells (CD62L^high^ CD44^lo^) was dramatically decreased in both CD4^+^ and CD8^+^ T-cell populations in *Foxp3-CreTet2/3^fl/fl^* mice, especially DKO-severe mice, indicating that the majority of the T cells were activated or had become memory cells (**Figures 1I, J**).

### Apparent skewing of *Tet2/3 DKO* CD4^+^ YFP(FOXP3)^−^ ex-Treg cells toward Tfh- and Th17-like cells

We performed RNA sequencing on CD4^+^ YFP(FOXP3)^−^ T cells from WT, DKO-moderate, or DKO-severe mice. 

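RNA sequencing counts the cDNA fragments that come from each gene. The cells were CD4+ T cells without YFP, the reporter of FOXP3 in these mice, sorted from pooled spleen and cervical and inguinal lymph nodes of 14-week-old mice, with 1 library from each of 4 WT, 4 DKO-moderate, and 4 DKO-severe mice. The authors aligned the reads to the mouse genome mm10 with STAR, kept reads with a single position, and counted them per gene with htseq-count in its reverse-stranded mode. Reads that match several near-identical genes are therefore left out of the counts, and antisense genes are kept apart. The values analysed here are these read counts, which are not normalized. Reads counted on genes ranged from 33606949 to 38537454 per library in WT (median 36755480), from 30138292 to 42133536 in DKO-moderate (median 38334986), and from 29254260 to 39662385 in DKO-severe (median 34482700). Counts were scaled by edgeR's TMM method and are given as CPM, counts relative to a library's scaled total. Of the 26608 genes listed, 16035 had at least 10 reads summed over the libraries of a condition in at least 1 condition and were tested. Groups were compared with edgeR's quasi-likelihood test over all 12 libraries in 1 fit, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. The paper names DESeq2 for this step, and DESeq2 was run as an alternative. The filter, the scaling, and the test can each change which genes pass the threshold.

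*Tet2* was counted at 43.3, 53.9, 48.6, and 62.2 CPM in the 4 WT libraries, at 53.0, 55.6, 57.8, and 34.8 CPM in DKO-moderate, and at 56.7, 65.8, 57.3, and 63.2 CPM in DKO-severe. The log2 fold change of *Tet2* in DKO-severe against WT was 0.22 (standard error 0.15, edgeR adjusted p = 0.234). With library size alone in place of TMM it was 0.41 (edgeR adjusted p = 0.0395). *Tet3* was at 167.4, 195.9, 210.4, and 207.5 CPM in WT, at 168.1, 108.7, 184.7, and 90.3 CPM in DKO-moderate, and at 87.8, 99.2, 102.5, and 94.4 CPM in DKO-severe, a log2 fold change of -1.03 in DKO-severe (standard error 0.19, edgeR adjusted p = 0.000859). In DKO-moderate the log2 fold change of *Tet3* was -0.50 (edgeR adjusted p = 0.0902), which passed the threshold in DESeq2 (adjusted p = 0.0426) and in edgeR without DKO-moderate 3 (adjusted p = 0.0243). The floxed alleles are deleted only in cells that have expressed *Foxp3-Cre*, and the counts cover whole genes, so these values do not check the labels of the libraries. *Foxp3*, which the sort selects against, was at 1.01, 3.1, 1.03, and 1.56 CPM in WT, at 0.98, 1.7, 0.84, and 0.29 CPM in DKO-moderate, and at 0.13, 0.43, 0.83, and 0.14 CPM in DKO-severe. Its log2 fold change in DKO-severe against WT was -2.10 (standard error 0.68, edgeR adjusted p = 0.0205), and it lost its call without WT 2, DKO-severe 1, or DKO-severe 4, with edgeR adjusted p-values up to 0.0719. With terms for the mean level of neutrophil and B cell genes, chosen after their values were seen, *Tet3* (edgeR adjusted p = 0.297) and *Foxp3* (edgeR adjusted p = 0.426) in DKO-severe did not pass. Their log2 fold changes were then -0.55 and -1.64, both smaller in size. Every DKO-severe library had a higher neutrophil mean (-0.59 log2 CPM or more) than every WT and DKO-moderate library (-1.31 or less). The neutrophil term thus follows the group and can take up part of its effect. A call lost with these terms does not show that such cells caused the change.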

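In a PCA of the 12 libraries over the 500 most variable genes, after the variance stabilizing transformation of DESeq2, the first component held 75.8% of the variance and the second 8.85%. The first component placed the WT libraries between -28.7 and -21.7, the DKO-moderate libraries between -7.72 and 8.46, and the DKO-severe libraries between 18.7 and 30.8, so that the 3 groups did not overlap. Differences between the libraries of 1 group made up 5.16% of the total variance in WT, 7.00% in DKO-moderate, and 10.7% in DKO-severe. The distance of a library to the centre of its group was 9.26 ± 1.98 (SD, n = 4) in WT, 10.9 ± 1.54 (SD, n = 4) in DKO-moderate, and 13.5 ± 1.42 (SD, n = 4) in DKO-severe. The larger distance in DKO-severe than in WT had p = 0.057, and that in DKO-moderate p = 0.26, in two-sided exact permutation tests, for which the smallest p that 4 libraries against 4 allow is 0.029. Over all 16035 genes, DKO-severe reached that smallest value, with a distance 1.45 times that of WT, against 1.46 times over the 500 genes. With log2 CPM in place of the transformed values, the distance in DKO-severe was 1.09 times that in WT (exact permutation test, two-sided p = 0.69). That in DKO-moderate was 0.95 times that in WT and no longer the larger of the pair. Without DKO-moderate 2 it was 0.96 times. Each centre includes the library itself, so leaving out a library shortens the distances in its group by construction. The 0.96 therefore does not show a reversal. The genes with the highest weight on the second component were the Y-linked genes *Ddx3y* and *Eif2s3y* and the neutrophil genes *Ngp*, *S100a9*, and *Ltf*, and *Xist* had the lowest.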

WT CD4^+^ YFP(FOXP)^−^ T cells, which contained ~70% naïve T cells (**Figures 1I**, top), clustered relatively closely (less than 9% variance in a Principal Component Analysis (PCA) plot, **Supplementary Figure 1B**), whereas CD4^+^ YFP(FOXP)^−^ T cells from DKO-moderate and DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice showed more variability—likely because they are a heterogeneous cell population containing i) *Tet2/3DKO* ex-Treg cells arising from loss of FOXP3 stability and ii) conventional (non-Treg) CD4^+^ T cells mostly displaying an activated or memory phenotype (**Figure 1I**, middle and bottom panels). 

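Between DKO-severe and WT, 8428 genes passed the threshold, 4270 of them higher and 4158 lower in DKO-severe. Between DKO-moderate and WT, 2734 genes passed, 1974 higher and 760 lower. Among the alternatives fixed before the data were examined, requiring an absolute log2 fold change of at least 1 moved the first count the most, to 4397, and an adjusted p-value under 0.01 moved the second the most, to 1142. Without WT 1 the second count was 1616, and without WT 2 it was 1707. The terms for neutrophil and B cell genes left 2574 and 1968 genes past the threshold. Because the neutrophil term follows the DKO-severe group, the first count does not tell how much of the change comes from such cells. Scaling by library size alone raised the share of changed genes that were higher from 50.7% to 66.5% in DKO-severe and from 72.2% to 81.2% in DKO-moderate, and shifted the median log2 fold change of all genes to 0.178 and 0.074.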

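The Tfh-related genes examined were *Bcl6*, *Cxcr5*, *Pdcd1*, *Tox2*, *Maf*, *Batf*, *Ascl2*, *Il21*, *Il4*, *Klrb1c*, and *Nfkb1*. All 11 were higher in DKO-severe than in WT and past the threshold of edgeR's test, with log2 fold changes from 1.22 for *Nfkb1* to 5.06 for *Il21*. *Cxcr5* was at 199.8 ± 22.3 CPM (SD, n = 4) in DKO-severe and 32.4 ± 18.4 CPM (SD, n = 4) in WT, a log2 fold change of 2.62 (standard error 0.38, edgeR adjusted p = 0.000159). *Pdcd1*, which encodes PD-1, was at 326.8 ± 54.9 CPM (SD, n = 4) and 26.5 ± 16.4 CPM (SD, n = 4), a log2 fold change of 3.63 (standard error 0.43, edgeR adjusted p = 3.81e-05). For each of the 11 genes, every DKO-severe library was above every WT library (exact permutation test, two-sided p = 0.029 for each gene). *Ascl2*, with a log2 fold change of 2.63 (standard error 0.86, edgeR adjusted p = 0.0225), lost its call without WT 2 (adjusted p = 0.0619 in edgeR) or without WT 3 (adjusted p = 0.0512 in edgeR). With the terms for neutrophil and B cell genes, *Ascl2* (adjusted p = 0.237 in edgeR), *Il4* (adjusted p = 0.269 in edgeR), and *Klrb1c* (adjusted p = 0.149 in edgeR) did not pass. Their log2 fold changes were then 2.8, 0.98, and 1.94, against 2.63, 1.32, and 1.68 without these terms.

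In DKO-moderate, all 11 genes were higher than in WT on average and 9 passed the threshold. The other 2 were *Ascl2*, with a log2 fold change of 2.28 (standard error 0.85, edgeR adjusted p = 0.0871), and *Nfkb1*, with 0.35 (standard error 0.16, edgeR adjusted p = 0.145). DESeq2 (adjusted p = 0.0218) and limma voom (adjusted p = 0.0267) placed *Ascl2* past the threshold, as did edgeR without WT 4, with a log2 fold change of 3.81 (adjusted p = 0.00939). *Nfkb1* passed it in edgeR when only the libraries of both groups compared were fitted (adjusted p = 0.0298), and without DKO-severe 2 (adjusted p = 0.0177). Adjusted over the list alone, 11 genes passed in DKO-severe and 11 in DKO-moderate, but the study chose the list on these libraries, so this count is not independent evidence.

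**Figure D1:**
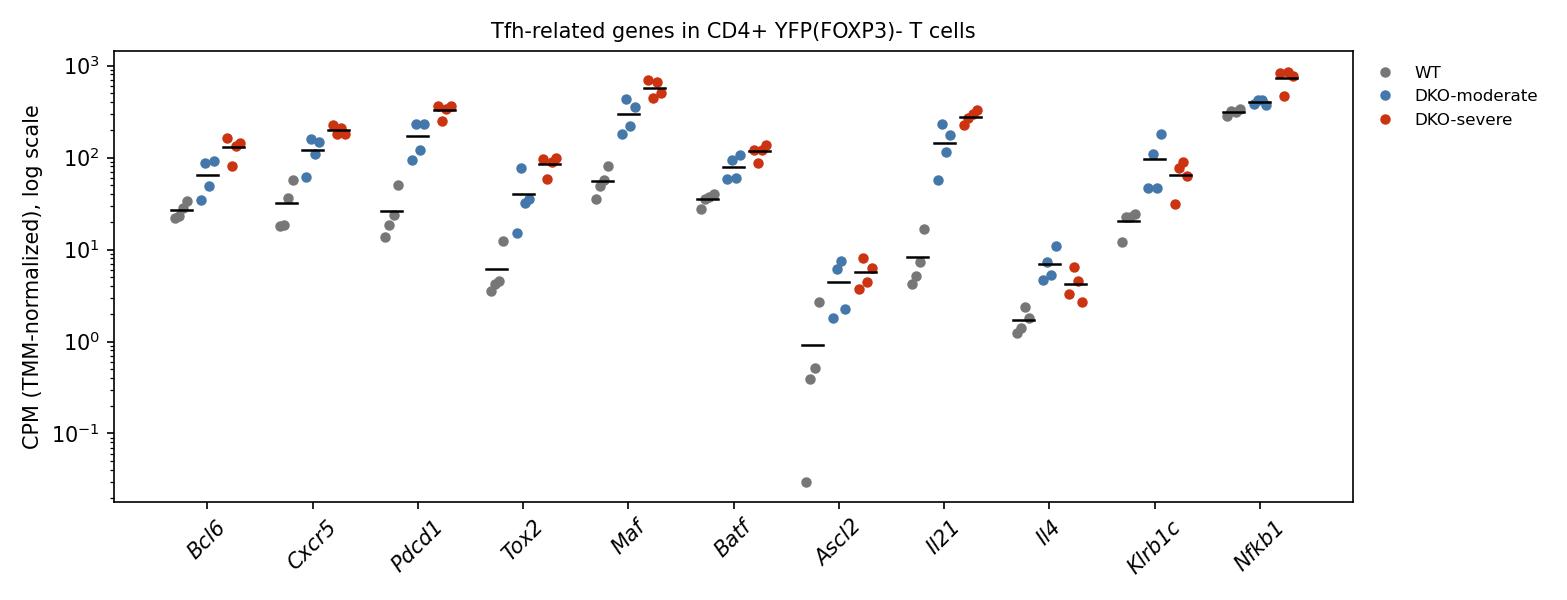
CPM of the 11 Tfh-related genes on a log axis, with 1 point for each of the 12 libraries, coloured by group, and a bar at the mean of each group of 4. For each gene the 4 DKO-severe points lie above the 4 WT points, while DKO-moderate points overlap WT for *Ascl2*.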

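*Il17a* and *Il17f* had log2 fold changes in DKO-severe against WT of 5.51 (standard error 1.40, edgeR adjusted p = 0.00601) and 3.33 (standard error 0.98, edgeR adjusted p = 0.0132). A single library weighed heavily on *Il17a*: without DKO-severe 3, its log2 fold change was 2.99 (edgeR adjusted p = 0.0275). *Il17a* did not pass the threshold in limma voom (adjusted p = 0.0654) or with the replicate number as a block (edgeR adjusted p = 0.0518), and with that block *Il17f* did not pass either (edgeR adjusted p = 0.0679). *Il17f* also did not pass with the terms for neutrophil and B cell genes (log2 fold change 3.53, edgeR adjusted p = 0.135). In DKO-moderate against WT, *Il17a* and *Il17f* did not pass the threshold, with log2 fold changes of 0.78 (edgeR adjusted p = 0.714) and 0.72 (edgeR adjusted p = 0.631).

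The cell cycle genes were *Cdkn1a*, *Cdkn2a*, *E2f7*, and *E2f8*, and all 4 passed the threshold of edgeR's test in both groups, as they did when adjusted over the list alone. Their log2 fold changes against WT ran from 3.11 for *Cdkn2a* to 4.11 for *Cdkn1a* in DKO-severe and from 1.47 for *E2f7* to 2.12 for *Cdkn2a* in DKO-moderate. In DKO-moderate, *Cdkn1a* lost its call without WT 1, WT 2, WT 4, or DKO-moderate 2, with adjusted p-values in edgeR from 0.0532 to 0.0599.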

The DKO-moderate and DKO-severe CD4^+^ T cells showed a significant upregulation of Tfh-related genes (*Bcl6*, *Cxcr5*, *Pdcd1*, *Tox2*, *Maf*, *Batf*, *Ascl2*, *Il21*, *Il4*, *Klrb1c*, and *Nfkb1*), Th17-related genes (*Rorc*, *Il17a*, and *Il17f*), and cell cycle genes (*Cdkn1a*, *Cdkn2a*, *E2f7*, and *E2f8*) (data not shown) compared to WT T cells (MA plots, **Supplementary Figures 1C, D**), suggesting that a proportion of *Tet2/3 DKO* Treg cells had converted into proliferating ex-Treg cells with Tfh-like or Th17-like phenotypes.

When differentially expressed genes were extracted and clustered into a heatmap (**Figure 2A**), most Tfh-related (*Bcl6*, *Cxcr5*, *Pdcd1*, *Tox2*, *Maf*, *Batf*, *Il21*, and *Nfkb1*) and Th17-related (*Rorc*, *Il17a*, and *Il17f*) genes were expressed more strongly in DKO-severe than in DKO-moderate or WT CD4^+^ T cells (heatmap cluster 3). In contrast, *Foxo1*—a suppressor of Tfh differentiation—was less highly expressed in DKO cells compared to WT (heatmap cluster 1). These results suggested that loss of FOXP3 expression in *Tet2/3 DKO* ex-Treg cells may result in expansion of ex-Treg cells with gene expression patterns resembling those of Tfh or Th17 cells.

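In the direct comparison of DKO-severe with DKO-moderate, 3217 genes passed the threshold of edgeR's test, 1509 higher and 1708 lower in DKO-severe. With DESeq2's size factors the share higher was 59.6%, and with library size alone it was 64.9%, against 46.9% with TMM. The mean CPM of the 8 Tfh-related genes marked in this cluster and of *Il17a* and *Il17f* was higher in DKO-severe than in DKO-moderate, and 4 of these 10 genes passed the threshold. These were *Nfkb1*, with a log2 fold change of 0.87 (standard error 0.16, edgeR adjusted p = 0.00536), *Il17a*, with 4.73 (standard error 1.33, edgeR adjusted p = 0.0277), *Bcl6*, with 1.00 (standard error 0.30, edgeR adjusted p = 0.0336), and *Maf*, with 0.95 (standard error 0.29, edgeR adjusted p = 0.0404). The other 6 genes were *Cxcr5*, *Pdcd1*, *Tox2*, *Batf*, *Il21*, and *Il17f*, with log2 fold changes from 0.55 for *Batf* to 2.61 for *Il17f* and edgeR adjusted p-values from 0.068 for *Il17f* to 0.159 for *Cxcr5*. DESeq2 also called *Pdcd1*, *Tox2*, *Batf*, and *Il17f*, and limma voom called *Cxcr5*, *Pdcd1*, *Tox2*, *Batf*, and *Il21*. A term for Y-linked transcripts brought *Batf* past the threshold (edgeR adjusted p = 0.031). Leaving out 1 library did so for *Pdcd1* (without WT 4), *Tox2* (without DKO-moderate 2), *Batf* (without DKO-moderate 4 or DKO-severe 2), and *Il17f* (without DKO-severe 2), with edgeR adjusted p-values from 0.00628 to 0.045. Of the 4 calls, *Bcl6*, *Maf*, and *Il17a* were lost when only the libraries of both groups compared were fitted (edgeR adjusted p-values from 0.0556 to 0.0727) and with the replicate number as a block (edgeR adjusted p-values from 0.051 to 0.136). *Il17a* was also lost in limma voom (adjusted p = 0.156). Several calls rested on single libraries: *Bcl6* lost its call in 5 of the 12 fits that each left out 1 library (adjusted p up to 0.0951 in edgeR, without DKO-moderate 3) and *Maf* in 6 of them (adjusted p up to 0.11 in edgeR, without DKO-moderate 3). *Il17a* lost its call in 4 of these fits, and without DKO-severe 3 its log2 fold change was 2.22 (edgeR adjusted p = 0.137). With the terms for neutrophil and B cell genes, none of the 4 genes passed, with edgeR adjusted p-values from 0.0713 to 0.51. The log2 fold changes of *Nfkb1* and *Il17a* were then larger, at 1.01 and 6.4. Those of *Bcl6* and *Maf* were smaller, at 0.73 and 0.61. Of the other Tfh-related genes, *Il4* and *Klrb1c* were lower in DKO-severe than in DKO-moderate, with log2 fold changes of -0.74 (edgeR adjusted p = 0.142) and -0.55 (edgeR adjusted p = 0.377), and limma voom gave 0.18 for *Klrb1c*.

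The 8649 genes that passed the threshold in any of the 3 comparisons were grouped into 4 clusters by complete linkage on row z-scores of log2 CPM. The clusters held 4356, 4089, 124, and 80 genes. The cluster of 4356 genes held all 10 of these genes and had a mean z-score of -0.96 in WT, 0.04 in DKO-moderate, and 0.92 in DKO-severe. It also held *Il4* and *Klrb1c*, which were lower on average in DKO-severe than in DKO-moderate. Membership in so large a cluster therefore does not show that a gene was higher in DKO-severe than in DKO-moderate. With Ward linkage or k-means, 7 of the 10 genes fell in 1 cluster, and *Nfkb1*, *Il17a*, and *Il17f* fell in another cluster that was also highest in DKO-severe. The paper's text does not name the distance or linkage behind its heatmap.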

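*Foxo1* was at 510.4 ± 52.4 CPM (SD, n = 4) in WT, 292.1 ± 57.3 CPM (SD, n = 4) in DKO-moderate, and 175.0 ± 16.8 CPM (SD, n = 4) in DKO-severe, which is 57.2% and 34.3% of the WT level. The log2 fold change against WT was -0.80 in DKO-moderate (standard error 0.14, edgeR adjusted p = 0.00216) and -1.54 in DKO-severe (standard error 0.14, edgeR adjusted p = 8.67e-06). DKO-severe was also below DKO-moderate, with a log2 fold change of -0.74 (standard error 0.14, edgeR adjusted p = 0.00554). This difference was -0.40 and did not pass the threshold with the terms for neutrophil and B cell genes (edgeR adjusted p = 0.338). In each of these 3 comparisons the ranges of the libraries did not overlap (exact permutation test, two-sided p = 0.029 for each). With each library left out in turn, the log2 fold change in DKO-severe against WT stayed between -1.62 and -1.48.

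**Figure D2:**
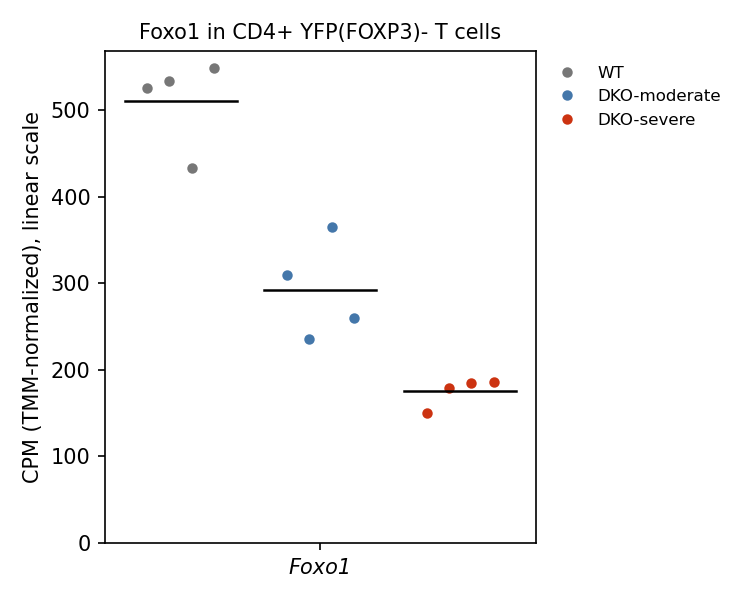
CPM of *Foxo1* on a linear axis that starts at 0, with 1 point for each library and a bar at the mean of each group of 4. The WT libraries lie between 433.0 and 548.4, the DKO-moderate libraries between 235.2 and 364.5, and the DKO-severe libraries between 150.3 and 186.1.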

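Most changes of DKO-moderate against WT were also found in DKO-severe, but most DKO-severe calls were not made in DKO-moderate. Of the 2734 genes past the threshold in DKO-moderate, 2630 changed the same way and passed it in DKO-severe, which is 96.2%. Of the 8428 genes past the threshold in DKO-severe, 2634 also passed it in DKO-moderate, these 2630 in the same direction. Across genes, the log2 fold changes of both groups had a Pearson r of 0.803. Genes are not independent replicates, and both comparisons use the same WT libraries, which alone gave r from 0.467 to 0.539 and 0 genes called in both in 10 simulations with no changed gene. The paper starts from the higher expression of Tfh and Th17 genes and the lower expression of *Foxo1*. It proposes that loss of FOXP3 may expand ex-Treg cells with such expression patterns. The counts are totals over all sorted cells of a mouse and do not separate ex-Treg cells from conventional activated CD4+ T cells.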

**Figure 2:**
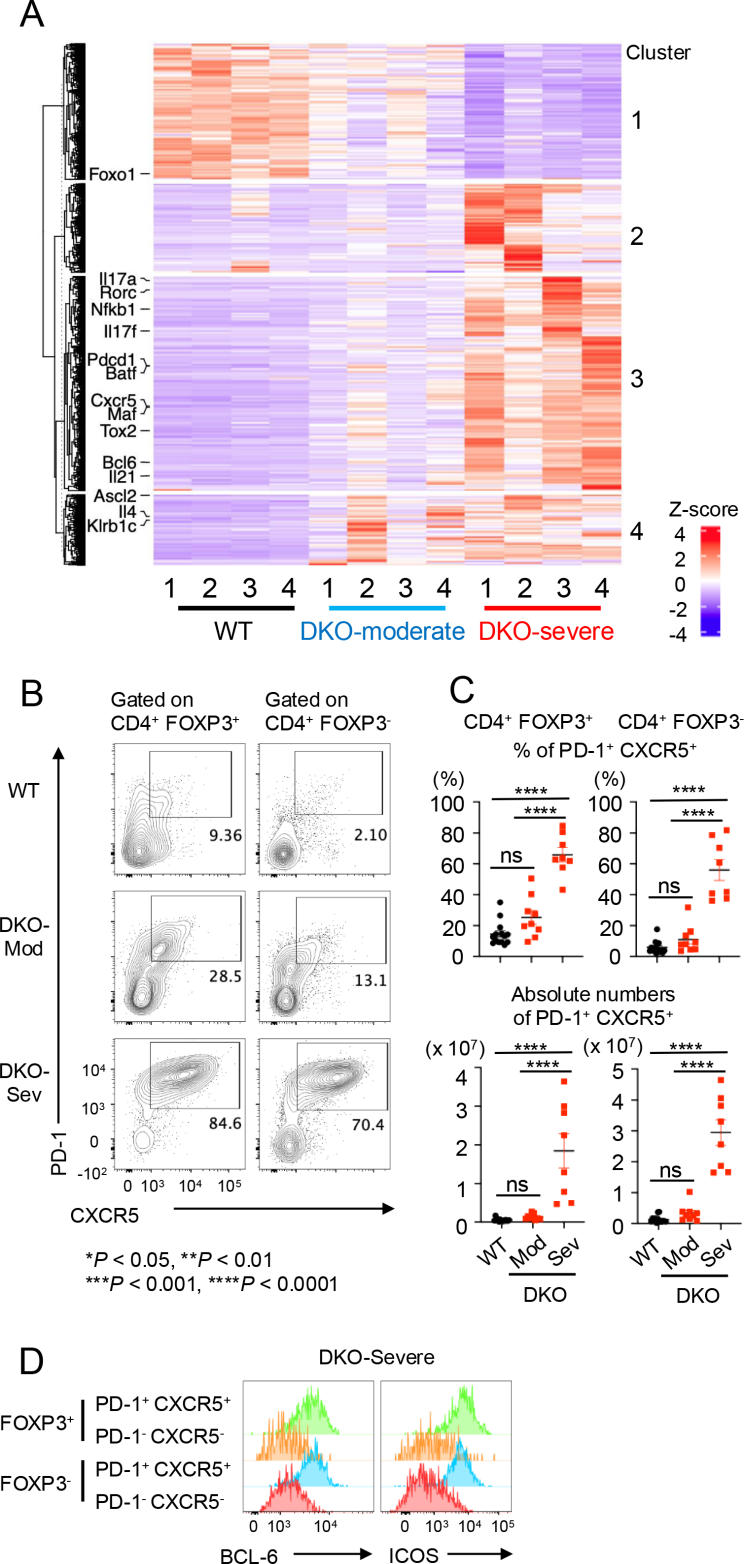
Tfh-like cells expanded in DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice in bulk RNA sequencing and flow cytometry analysis. **(A)** Heatmap for the expression of clustered differentially expressed genes (DEGs). CD4^+^ YFP(FOXP3)^−^ T cells were sorted from pooled spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT* mice and *Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old), and RNA sequencing was performed (n = 4). DEGs were extracted and clustered. Heatmap for the expression of clustered DEGs was generated. Tfh-related (*Bcl6*, *Cxcr5*, *Pdcd1*, *Tox2*, *Maf*, *Batf*, *Nfkb1*, *Ascl2*, *Il21*, *Il4*, *Klrb1C*, and *Foxo1*) and Th17-related (*Rorc*, *Il17a*, and *Il17f*) genes were indicated. **(B)** Flow cytometry analysis of PD-1^+^ CXCR5^+^ cells [gated on TCRβ^+^ CD4^+^ YFP(FOXP3)^+^ or TCRβ^+^ CD4^+^ YFP(FOXP3)^−^ cells] in pooled spleen and peripheral lymph nodes (cervical and inguinal) from 13–15-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. **(C)** Quantification of the frequency of PD-1^+^ CXCR5^+^ cells in TCRβ^+^ CD4^+^ YFP(FOXP3)^+^ or TCRβ^+^ CD4^+^ YFP(FOXP3)^−^ cells and absolute number in pooled spleen and peripheral lymph nodes (cervical and inguinal). Error bars show mean ± SEM from at least three independent experiments. Statistical analysis was performed using one-way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). **(D)** Flow cytometry analysis of BCL6^+^ or ICOS^+^ cells (gated on PD-1^+^, CXCR5^+^ or PD-1^−^, CXCR5^−^ cells in FOXP3^+^ or FOXP3^−^ CD4^+^ T cells) in pooled spleen and peripheral lymph nodes (cervical and inguinal) from 13–15-week-old DKO-severe mice. "ns" is "not significant".

A relatively small and variable proportion of cells in total splenic CD4^+^ T cells of DKO-severe mice produced IL-17A upon phorbol 12-myristate 13-acetate (PMA)/ionomycin stimulation (1%–12%, average ~5%; **Supplementary Figures 2A**, left, **2D**). In contrast, we observed a striking and progressive expansion of Tfh-like PD-1^+^ CXCR5^+^ cells in DKO-severe mice via flow cytometry of both residual CD4^+^ YFP(FOXP3)^+^ Treg cells and CD4^+^ YFP(FOXP3)^−^ cells (containing expanded ex-Treg cells). A remarkable proportion (55%–65%) of both CD4^+^ FOXP3^+^ and CD4^+^ FOXP3^−^ cells in DKO-severe mice were PD-1^+^ CXCR5^+^ Tfh-like cells (range 45%–85%, **Figures 2B, C**). Some of these cells may be derived from expanded ex-Treg cells that lost FOXP3 and acquired skewed gene expression patterns that resemble those of PD-1^+^ CXCR5^+^ Tfh-like cells, and others from bystander CD4^+^ T cells due to the systemic inflammation developing in mice with Treg-specific *Tet2/Tet3* deletion. In DKO-severe mice, PD-1^+^ CXCR5^+^ cells showed higher expression of the Tfh cell markers BCL6 and ICOS compared with non-Tfh (PD-1^-^ CXCR5^-^) cells (**Figure 2D**); consistent with the increase in Tfh-like cells, we also observed a significant increase in the frequency of Fas^+^ GL-7^+^ GC B cells in B220^+^ cells in the spleens of DKO-severe compared to DKO-moderate or WT mice (**Supplementary Figure 2K**), even though the frequencies of total B220^+^ cells declined (**Supplementary Figure 2J**). We also noted a substantial increase in the frequencies of bystander CD8^+^ T cells that produced IFN-γ upon PMA/ionomycin stimulation, and CD8^+^ T cells with increased perforin and granzyme B expression, in DKO-severe compared to WT mice (**Supplementary Figures 2B, C, F–H**), even though CD8^+^ T cells showed no overall expansion (**Figure 1H**). The proportion of IL-21-secreting CD4^+^ T cells after PMA/ionomycin stimulation was markedly increased in DKO-severe mice (**Supplementary Figure 2I**).

### Greater expansion of Tfh-like cells compared to Th17-like cells in DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice

To determine whether *Tet2/3 DKO* ex-Treg cells skew mainly to Tfh or Th17 cells and to address the impact of *Tet2/3 DKO* ex-Treg cell expansion on bystander CD4^+^ or CD8^+^ T cells, we compared patterns of gene expression at the single-cell level in WT and DKO-severe TCRβ^+^ T cells (**Figure 3**). Single-cell RNA sequencing (scRNA-seq) distinguished 19 clusters in Uniform Manifold Approximation and Projection (UMAP) analysis (**Figure 3A**). *Cd4^+^* and *Cd8^+^* cells occupy the *left* and *right* arms of the UMAP plot, respectively (**Figure 3B**, left). Cells in clusters 0 and 5 were primarily WT naïve CD4^+^, cells in clusters 1 and 2 were primarily WT naïve CD8^+^ T cells, and cells in clusters 6 (mostly DKO) and 9 (mostly WT) were Treg cells based on the expression of *Cd4* and *Foxp3* (**Figure 3B** *right*, **Figure 3C**); by flow cytometry, the WT and DKO FOXP3^+^ Treg cells expressed similar levels of CD4 and FOXP3 (data not shown). Interestingly, *Tet2/3 DKOFoxp3*^+^ Treg cells (Cluster 6) expressed not only *Foxp3* and other Treg signature genes (*Il2ra*, *Nrp1*, *Ctla4*, and *Ikzf4*) but also Tfh-related genes (*Bcl6*, *Cxcr5*, *Pdcd1*, *Icos*, *Tox2*, *Maf*, and *Batf*), suggesting that conversion to Tfh-like ex-Treg cells was initiated in *Tet2/3 DKOFoxp3*^+^ Treg cells prior to the loss of FOXP3 (**Figure 3C**). Indeed, many FOXP3^+^ CD4^+^ cells in DKO-severe mice express Tfh markers (**Figures 2B, D**), suggesting that the DNA methylation changes in Tfh-related genes that initiate Treg to Tfh skewing can occur earlier than the loss of FOXP3 protein detected using flow cytometry. The time dependence of Treg to Tfh skewing is illustrated by comparing the cells in cluster 6 (mostly *Foxp3*^+^ DKO) with those in cluster 3 (mostly Foxp3^−^ DKO), which expressed Tfh-related genes even more strongly (**Figure 3C**).

**Figure 3:**
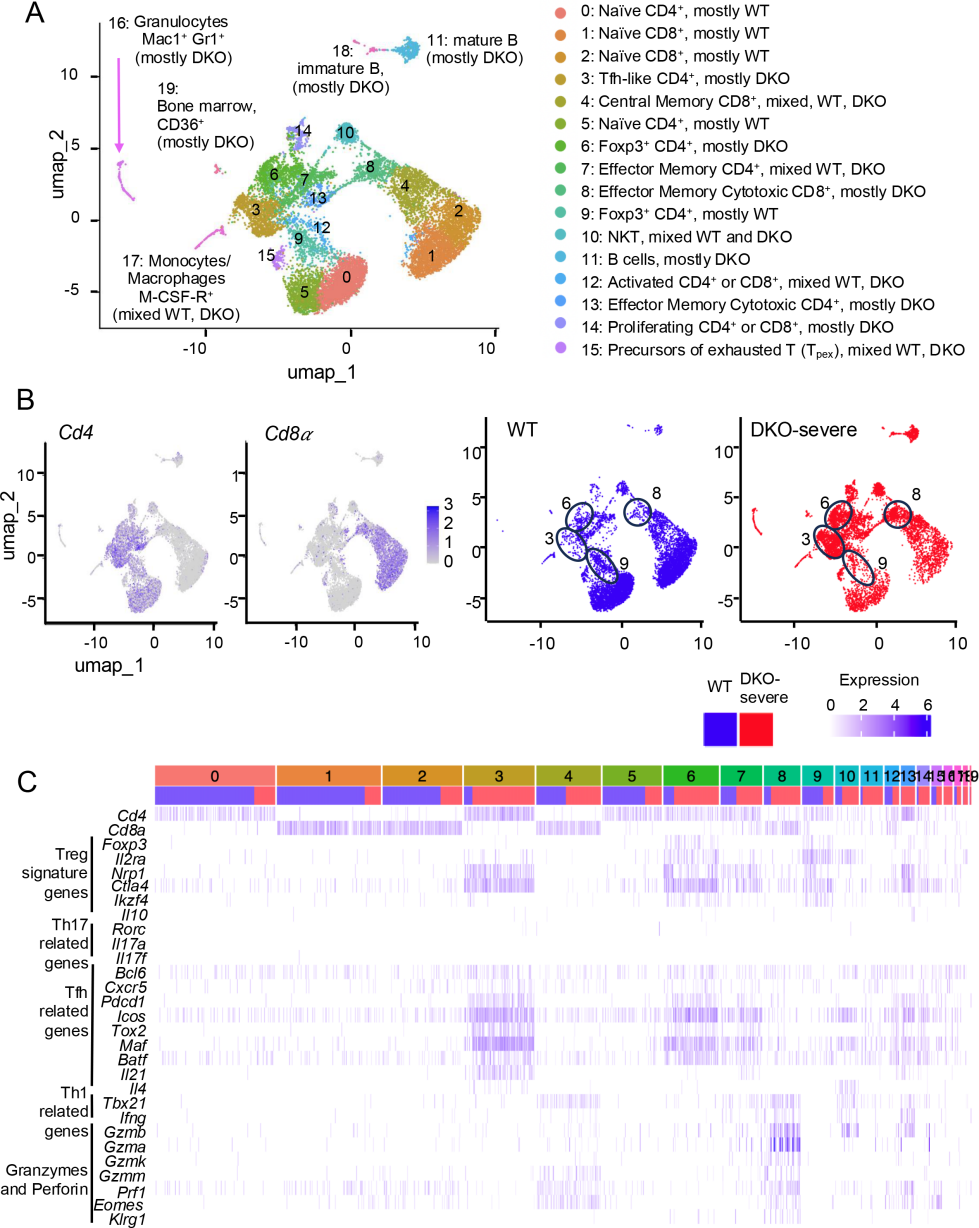
Tfh-like cells expanded in DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice at the single-cell level analysis. **(A–C)** Single-cell (sc) RNA sequencing for T cells from WT or DKO-severe mice. TCRβ^+^ cells were sorted from pooled spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT* mice and *DKO-severe Foxp3-Cre Tet2/3^fl/fl^* mice (14-week-old), and scRNA sequencing was performed (n = 1). **(A, B)** The UMAP plot shows 0–19 clusters (**A**, *left*). Annotated clusters are shown. Expression of *Cd4* and *Cd8α* (**B**, *left two*) and distribution of WT (Blue) and *Tet2/3DKO* (Red) population (**B**, *right two*). **(C)** Expression map of indicated genes. Blue column, cells from WT mice; red column, cells from DKO-severe mouse.

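In the bulk libraries of DKO-severe 1 to 4, 122, 4, 2538, and 203 reads were counted on *Il17a* and 140, 2, 346, and 109 on *Il17f*. In the WT libraries, 2 to 29 reads were counted on *Il17a* and 3 to 20 on *Il17f*. Both genes thus had reads in every one of these libraries, but in DKO-severe 2 the count of *Il17a* was within the range of WT and that of *Il17f* below it. The RNA was pooled over all sorted cells of a mouse, so the counts do not tell how many cells carried these transcripts.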

Although they were clearly detected by bulk RNA-seq of the entire DKO-severe cell population (**Figure 2A**; **Supplementary Figure 1D**), *Rorc* and *Il17a/Il17f* expression was barely detected in scRNA-seq of *Tet2/3 DKO* cells (**Figure 3C**), suggesting that Th17 cells were not a major population in *Tet2/3 DKO* ex-Treg cells. The percentages of IFN-γ^+^ cells (presumably Th1 cells) were decreased rather than increased in CD4^+^ cells from *Tet2/3 DKO*-severe mice (**Supplementary Figures 2A**, right, ** 2E**); in other models, ex-Treg cells have been reported to possess Th1 characteristics (12, 14, 17). CD8^+^ T cells showed increased cytotoxic function in *Tet2/3 DKO*-severe compared to WT or DKO-moderate mice, as judged via scRNA-seq for *Tbx21*, *Ifng*, *Granzymes* (*Gzma*, *Gzmb*, *Gzmk*, and *Gzmm*), and *Prf1* encoding perforin (**Figure 3C**, cluster 8 in scRNA-seq expression map), consistent with flow cytometry for IFN-γ, granzyme B, and perforin (**Supplementary Figures S2B, C, F–H**).

Because Foxp3Cre expression has been considered “leaky” (37, 38), we asked whether Tfh cells in *Foxp3-CreTet2/3^fl/fl^* mice expressed or had lost *Tet2*. We measured *Tet2* expression in Treg and Tfh cells from WT and *Foxp3-CreTet2/3^fl/fl^* mice via qPCR to determine whether Tfh cells in *Foxp3-CreTet2/3^fl/fl^* mice were derived from *Tet2/3*-deficient ex-Treg cells (**Supplementary Figures S3A, B**). Data from the DICE [Database of Immune Cell Expression, Expression quantitative trait loci (eQTLs) and Epigenomics] project showed little difference in *Tet2* and *Tet3* mRNA expression when comparing WT Tfh cells and other WT CD4^+^ T cells, including non-activated naïve, Th1, Th2, Th17, and Treg cells (https://dice-database.org/landing; **Supplementary Figure 3C**). Relative to WT and heterozygous *Tet2^+/−^* Treg cells, FOXP3^+^ *Tet2/3 DKO* Treg cells did not detectably express *Tet2* as expected (**Supplementary Figure 3A**), whereas Tfh cells from DKO-moderate and DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice expressed significantly lower and undetectable levels of *Tet2*, respectively, compared to WT CD4^+^ non-Treg cells, CD4^+^ cells not expressing Tfh surface markers (non-Tfh), and naïve CD4^+^ cells (**Supplementary Figure 3B**). *Tet2* expression was particularly reduced in Tfh cells from DKO-severe mice (**Supplementary Figure 3B**), suggesting that almost all Tfh cells in DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice were derived from *Tet2/3 DKO* ex-Treg cells, or that stochastic loss of *Tet2* in leaky *Foxp3*-deleted precursor cells also skewed their differentiation toward Tfh cells. In fact, analysis of total *Tet2/3-deficient* CD4^+^ T cells showed increased numbers of PD-1^+^ CXCR5^+^ Tfh cells (**Supplementary Figure 3D**). In each case, we predict that a transient decrease in TET activity may be needed for optimal Tfh development.

To confirm the (ex)-Treg origin of Tfh cells in *Foxp3-Cre Tet2/3^fl/fl^* mice, we performed fate-mapping studies. We analyzed the proportion of Tfh cells expressing YFP from the *Rosa26* locus using the *Foxp3-Cre Tet2/3^fl/fl^Rosa26-YFP^LSL^* mouse strain in which Cre^+^ Treg cells also express *Rosa26-YFP* from the *Rosa26* locus. Treg cells in this strain also express the YFP–Cre fusion protein encoded in the *Foxp3* gene; however, as described previously (33), cells expressing YFP from the *Rosa26* locus (expressed Treg and ex-Treg cells) can be easily distinguished by their high YFP intensity from those expressing the YFP–Cre fusion protein (expressed at lower intensity only in FOXP3^+^ Treg cells). We further stained cells with anti-FOXP3 to exclude Treg cells from the FOXP3^−^ Tfh cell analysis. In DKO-severe mice, almost all FOXP3^−^ Tfh cells (PD-1^+^ CXCR5^+^ in CD4^+^ FOXP3^-^ T cells) were Rosa26-YFP-expressing cells, indicating that they are ex-Treg cells (**Supplementary Figure 3E**). The proportion of Rosa26-YFP^+^ Tfh cells was reduced in heterozygous (*Tet2/3^fl/+^*) mice and DKO-moderate mice, indicating that the frequency of conversion to Tfh-like ex-Treg cells is low in heterozygous *Tet2/3^fl/+^* mice and increases as mice progress from the moderate to severe *Tet2/3^fl/f^ Foxp3Cre* DKO-severe phenotype (**Supplementary Figure 3E**).

### Expansion of plasma cells and Tfh cells in secondary lymphoid tissues of DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice

As mentioned above, although the percentage of T cells (TCRβ^+^ cells) in live cells decreased, the absolute number of T cells increased in DKO-severe *Foxp3CreTet2/3^fl/fl^* mice (**Figure 1D**). Similarly, the most expanded cell populations in the spleens and peripheral lymph nodes of DKO-severe were a TCRβ^−^ B220^−^ population (~70%) (**Figure 4A**), which contained CD11b^+^ Gr-1^+^ neutrophils (**Figure 4B** *left*, **C**) as well as an expanded population of CD98^+^ CD138^+^ plasma cells (**Figures 4B** *right*, **4D**). We attribute plasma cell expansion in *Foxp3CreTet2/3^fl/fl^* mice to the Tfh activity of the expanded *Tet2/3 DKO* ex-Treg cells, which would be expected to promote B-cell activation in the germinal center and plasma cell differentiation.

**Figure 4:**
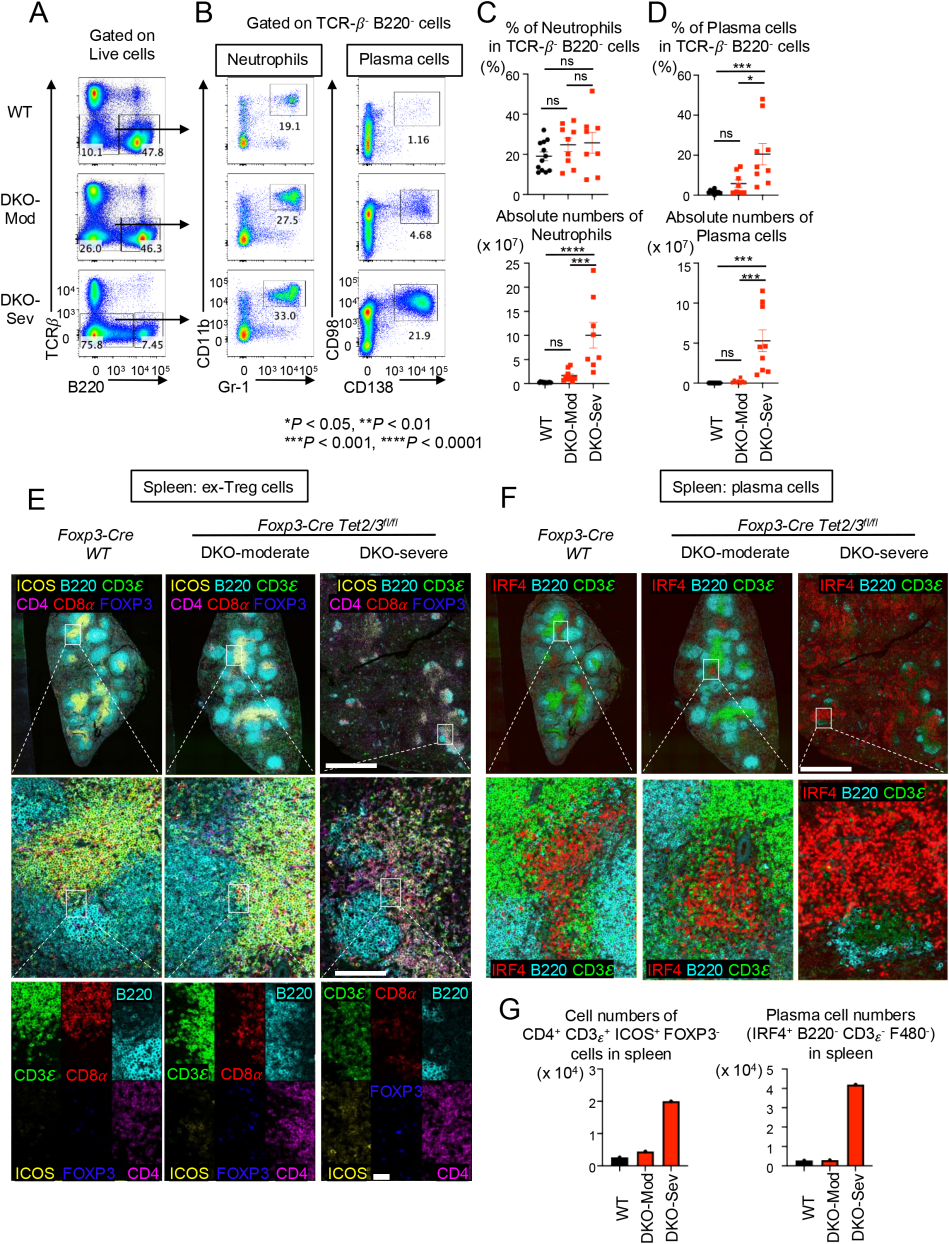
Along with proliferation of Tfh-like *Tet2/3 DKO* ex-Treg cells, plasma cells were diffusely expanded in spleen from DKO-severe mice. **(A)** Flow cytometry analysis of TCRβ^−^ B220^−^ cells (gated on live cells) in pooled spleen and peripheral lymph nodes (LNs) (cervical and inguinal) of 13–15-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. **(B)** Flow cytometry analysis of neutrophils (CD11b^+^ Gr-1^+^ cells) or plasma cells (CD98^+^ CD138^+^ cells) (gated on TCRβ^−^ B220^−^ cells) in pooled spleen and peripheral LNs (cervical and inguinal) from 13–15-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. **(C)** Quantification of the frequency of CD11b^+^ Gr-1^+^ cells in TCRβ^−^ B220^−^ cells and absolute number. **(D)** Quantification of the frequency of CD98^+^ CD138^+^ cells in TCRβ^−^ B220^−^ cells and absolute number. Error bars show mean ± SEM from at least three independent experiments. Statistical analysis was performed using one-way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). **(E)** Immunostaining of CD3ϵ, CD8α, B220, ICOS, FOXP3, and CD4 in spleen from 14-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. Scale bars: top, 1 mm; middle, 100 μm; bottom, 25 μm. **(F)** Immunostaining of IRF4, B220, and CD3ϵ in spleen from 14-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. Scale bars: top, 1 mm; bottom, 100 μm. **(G)** The graphs show the cell numbers of CD4^+^ CD3ϵ^+^ ICOS^+^ FOXP3^−^ cells or IRF4^+^ B220^−^ CD3ϵ^−^ F480^−^ cells counted in the stained sections from spleen. "ns" is "not significant".

We performed immunostaining analysis for Tfh-like *Tet2/3 DKO* ex-Treg cells and plasma cells. In **Figure 4E**, there are clear T-cell and B-cell regions (as well as germinal centers; data not shown) in the spleens from WT or DKO-moderate mice, but these structures were destroyed in DKO-severe mice (**Figure 4E**, top). In T cells of WT, the ratio of CD4^+^ T cells to CD8^+^ did not differ perceptibly, and there were almost no ICOS^+^ cells in WT spleens (**Figure 4E**, left middle and bottom panels); in contrast, the proportion of CD4^+^ cells and ICOS^+^ cells increased slightly in DKO-moderate and significantly in DKO-severe spleen (**Figure 4E**, right two panels, middle and bottom) in the T cell–B cell border region. ICOS is a well-established marker for Tfh cells; given that a substantial number of *Tet2/3 DKO* Treg cells in DKO-severe mice have not yet lost *Foxp3* but express *Icos* (cluster 6 in **Figure 3C**), a likely possibility is that the ICOS^+^ CD4^+^ FOXP3^−^ cells in *Foxp3CreTet2/3^fl/fl^* mice are derived from TET-deficient Treg cells that converted into Tfh-like ex-Treg cells that gain ICOS expression (see Discussion).

In **Figure 4F**, we used IRF4 as a plasma cell marker. IRF4^+^ cell clusters were observed in WT and DKO-moderate spleens, but their number and extent were limited (**Figure 4F**, left two panels). In contrast, IRF4-positive cells were observed extensively throughout the spleens of DKO-severe mice (**Figure 4F**, right panels), consistent with the increase in frequencies and absolute numbers of CD98^+^ CD138^+^ plasma cells in the spleens of these mice (**Figures 4B**, right, **D**). The absolute numbers of FOXP3^−^ Tfh-like cells and plasma cells in the spleen sections were also strikingly increased in *Tet2/3 DKO*-severe phenotype mice compared to WT mice (**Figure 4G**).

Finally, we tested the polyreactivity of serum isolated from WT (n = 8), DKO-moderate (n = 3), and DKO-severe mice (n = 4) by autoantibody array assay and observed elevated levels of autoantibodies related to autoimmune diseases (**Supplementary Figure 4**). The assay between groups was conducted using the R package “limma”, and multiple comparisons correction was performed (adjusted *p*-value < 0.05 between tested groups). Consistent with plasma cell expansion, the levels of many autoantibodies were elevated variably but substantially in DKO-severe compared to WT or DKO-moderate mice; different mice showed different patterns of autoantibody production (**Supplementary Figure 4**).

### Strong inflammation and autoimmune reactions in several tissues of DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice

We performed multi-tissue necroscopy analysis for WT, DKO-moderate, and DKO-severe mice to evaluate the degree of inflammation using our Inflammation score (0–5) for hematoxylin and eosin (H&E) staining samples from the pancreas, colon, skeletal muscle, heart, liver, lung, salivary gland, brain, knee joint, and stomach. Although we did not perform clinical pathological evaluations to assess tissue function, we observed strong inflammation and lymphocyte infiltration in the kidney, liver, lung, and pancreas of DKO-severe mice (**Figure 5A**; **Supplementary Figure 5**). Histologically, in the kidneys of WT and DKO-moderate mice, infiltrates were absent or limited to sparse lymphocytes and macrophages, whereas DKO-severe mice exhibited prominent mixed cortical interstitial infiltrates enriched in plasma cells, particularly surrounding renal veins near the fornix, which occasionally extended into the urothelium. While ulceration of the urothelium was not observed, infiltration of the epithelium could potentially disrupt epithelial barrier function. In the livers of DKO-severe mice, large numbers of lymphocytes, plasma cells, and macrophages expanded periportal regions and filled hepatic sinusoids. In severely affected livers, up to an estimated 20% of tissue sections were occupied by infiltrating cells. However, in partial hepatectomy experiments, ~75% of the mouse liver can be resected without functional impairment (39), suggesting that the mice may not have experienced hepatic insufficiency. In the lungs, DKO-moderate mice had perivascular and peribronchiolar mixed infiltrates dominated by lymphocytes, consistent with infiltrated inducible bronchus-associated lymphoid tissue (BALT), which were more extensive in DKO-severe mice, forming dense cuffs with increased plasma cell content. Interestingly, the presence of inducible BALT has not been shown to impede pulmonary function and, in other contexts, may improve pulmonary function by attenuating inflammation (40). In the pancreas, DKO-moderate mice occasionally exhibited lymphocytic infiltration of islets without statistical significance, which may, however, suggest some degree of endocrine pancreatic insufficiency (41). Pancreata from DKO-severe mice were densely infiltrated by plasma cells, lymphocytes, and macrophages; in the most affected cases, this immune infiltrate completely effaced normal pancreatic architecture (**Supplementary Figure 5**), virtually ensuring the presence of both endocrine and exocrine insufficiency (42) (**Supplementary Figure 5**).

**Figure 5:**
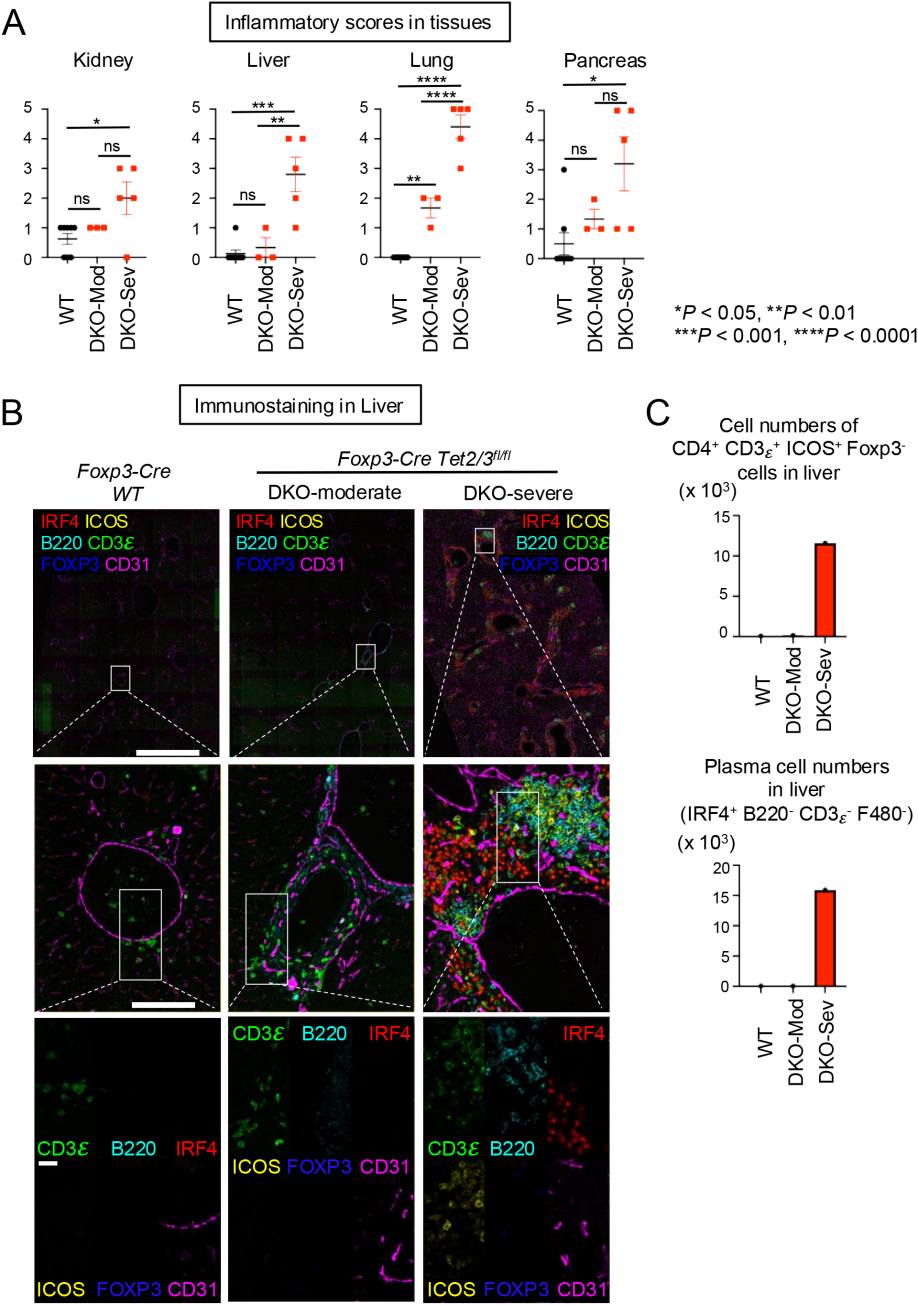
Systemic inflammation accompanied by infiltration of Tfh-like ex-Treg cells and plasma cells damaged organs in DKO-severe mice. **(A)** Inflammation scores (0–5) measured from H&E staining. Error bars show mean ± SEM from at least three independent experiments. Statistical analysis was performed using one-way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). **(B)** Immunostaining of CD3ϵ, B220, IRF4, ICOS, FOXP3, and CD31 in liver from 14-week-old *Foxp3Cre WT* and *Foxp3-Cre Tet2/3^fl/fl^* mice. Scale bars: top, 1 mm; middle, 100 μm; bottom, 25 μm. **(C)** The graphs show the cell numbers of CD4^+^ CD3ϵ^+^ ICOS^+^ Foxp3^−^ cells or IRF4^+^ B220^−^ CD3ϵ^−^ F480^−^ cells counted in the stained sections from liver. "ns" is "not significant".

To determine what cell types infiltrated perivascular regions in the livers from DKO-severe mice, we performed immunostaining of liver sections. The livers of WT and DKO-moderate mice showed infiltration of a few CD3ϵ^+^ cells (**Figure 5B**, left *two panels*) that did not express ICOS, suggesting that these T cells were not Tfh-like cells (**Figures 5B**, middle panels; **5C**, top). However, in perivascular regions in the livers from DKO-severe mice, CD3ϵϵ^+^ ICOS^+^ cells, B220^+^ cells, and IRF4^+^ cells were observed (**Figures 5B**, right bottom panel; **5C**); only a few or no *Tet2/3 DKO* CD3ϵ^+^ ICOS^+^ Tfh-like cells expressed FOXP3. The IRF4^+^ cells were plasma cells whose proliferation we had already noted in the spleen (**Figure 4**). Together, these results suggested that *Tet2/3 DKO* Tfh-like ex-Treg cells and plasma cells proliferated in secondary lymphoid tissues and migrated to peripheral tissues, possibly exacerbating inflammation directly.

### *Bcl6* upregulation with concomitant hypermethylation of the *Bcl6* locus in *Tet2/3 DKO* Tfh cells

TET enzymes deposit 5hmC at enhancers to maintain them in an active, demethylated state (43, 44). We examined DNA cytosine modification patterns in naïve CD4^+^ T cells (CD4^+^ YFP(FOXP3)^−^ CD62L^high^ CD44^low^) of 14-week-old WT mice and *Tet2/3 DKO* Tfh-like ex-Treg (CD4^+^ YFP(FOXP3)^−^ PD-1^+^ CXCR5^+^) cells of *Tet2/3 DKO*-severe mice using 6-base sequencing, a method that provides information on the four canonical bases—A, C, G, and T—and the modified bases 5mC and 5hmC in a single sequencing run (45) (**Figure 6**; **Supplementary Figure 6**). The results revealed several interesting and diverse ways in which methylation changes correlate with, and presumably modulate, changes in gene expression.

**Figure 6:**
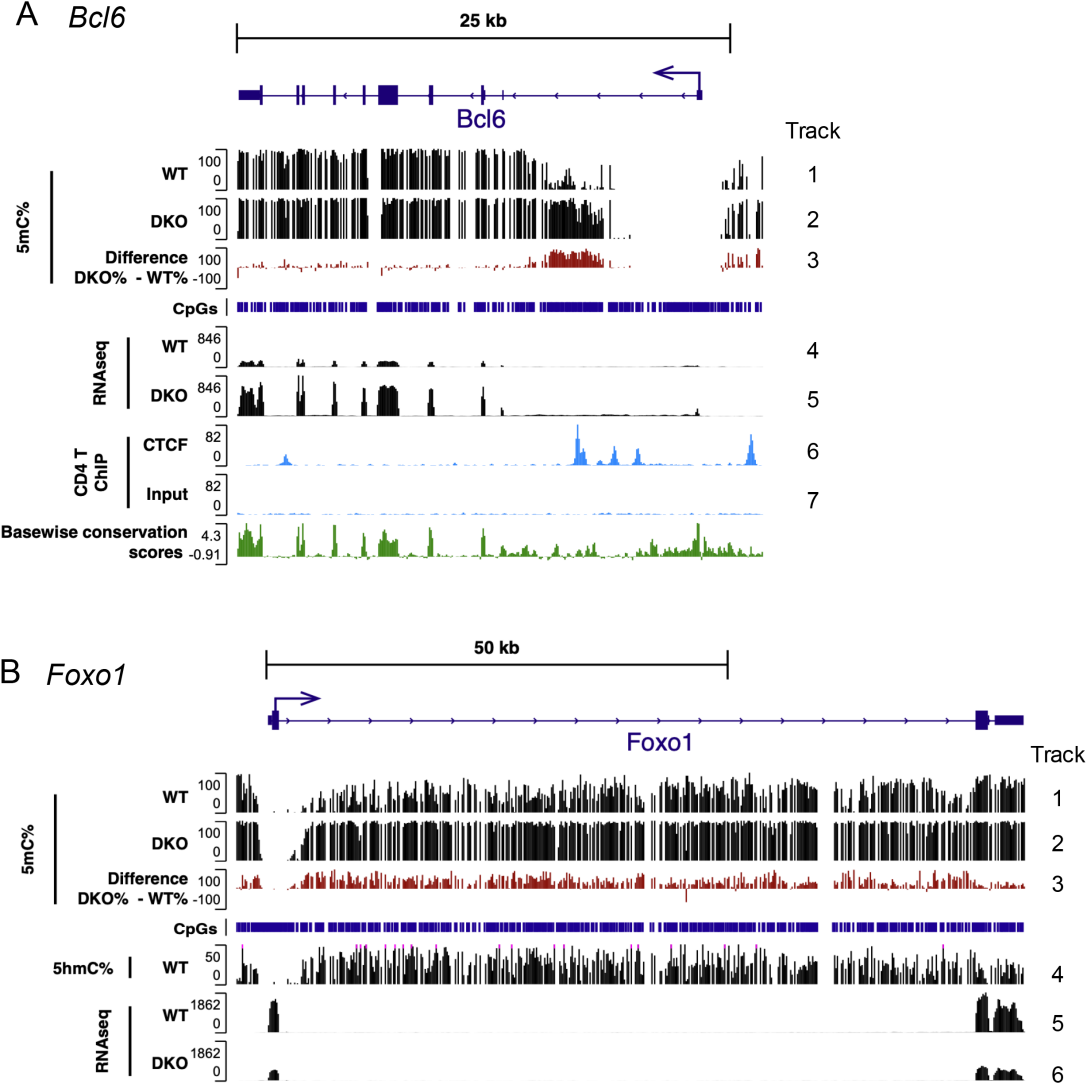
Characteristic hypermethylation accumulated in the first intron of the *Bcl6* locus in *Tet2/3DKO* Tfh cells. **(A)** Genome browser views showing 5mC% (tracks 1–3) from 6-base sequencing, gene expression (RNA-seq, tracks 4 and 5), CTCF binding (ChIP-seq, tracks 6 and 7) with CpGs, basewise conservation scores in *Bcl6* locus. **(B)** Genome browser views showing 5mC% (tracks 1–3), 5hmC% (track 4) from 6-base sequencing, gene expression (RNA-seq, tracks 5 and 6) with CpGs in *Foxo1* locus. 6-base sequencing; WT: naïve CD4^+^ T cells [CD4^+^ YFP(FOXP3)^−^ CD62L^high^ CD44^low^] from *Foxp3Cre WT* mice, DKO: Tfh like cells [CD4^+^ YFP(FOXP3)^−^ PD-1^+^ CXCR5^+^] from DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice. RNA seq; WT: CD4^+^ YFP(FOXP3)^−^ T cells from *Foxp3Cre WT* mice, DKO: CD4^+^ YFP(FOXP3)^−^ T cells from DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice. ChIP-seq; conventional CD4^+^ T cells were isolated from WT mice, and ChIP-seq for CTCF was performed (54).

BCL6 is well-established as a lineage-defining transcription factor for Tfh cells (46–52). We observed a significant increase in *Bcl6* mRNA expression in Tfh-like ex-Treg cells in DKO-severe compared to naïve CD4^+^ cells (termed WT) (**Supplementary Figure 1D**; **Figures 2A**, **3C**), associated with a striking, unexpected *increase* in methylation of a region in the first intron of the *Bcl6* gene (**Figure 6A**, 5mC *tracks1–3* and RNA-seq, *tracks 4* and *5*). 

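*Bcl6* (ENSMUSG00000022508) lies on the minus strand of chromosome 16 from 23965052 to 23988852 in the GENCODE annotation of GRCm38, the assembly that mm10 stands for. The WT library values come from CD4+ YFP(FOXP3)- T cells as sorted, not from naïve cells alone. *Bcl6* was at 130.0 ± 35.0 CPM (SD, n = 4) in DKO-severe, 65.0 ± 27.7 CPM (SD, n = 4) in DKO-moderate, and 26.9 ± 5.2 CPM (SD, n = 4) in WT. The log2 fold change against WT was 2.27 in DKO-severe (standard error 0.31, edgeR adjusted p = 9.7e-05) and 1.27 in DKO-moderate (standard error 0.30, edgeR adjusted p = 0.0132). The latter did not pass the threshold with the terms for neutrophil and B cell genes (log2 fold change 1.13, edgeR adjusted p = 0.0599). The lowest DKO-severe library was at 81.4 CPM and the highest WT library at 33.5 CPM. With each library left out in turn, the log2 fold change in DKO-severe stayed between 2.14 and 2.47. The methylation measurements of this figure were not analysed here.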

No significant changes were observed at the *Bcl6* promoter, which already lies within a wide “canyon” (53) of DNA demethylation in WT naïve CD4^+^ T cells (**Figure 6A**, 5mC, *track1*). Two previous studies may explain why the unexpected increase in 5mC correlated with increased gene expression: CTCF binds to the same first intron region of the *Bcl6* gene by CTCF chromatin immunoprecipitation (ChIP)-seq (54), and in a human B-cell lymphoma cell line, decreased CTCF binding correlated with hypermethylation of this region and increased *Bcl6* expression (55). Mouse CD4^+^ T cells and Treg cells do not express BCL6 and show high CTCF binding within and outside this intronic region (54) (shown for mouse CD4^+^ T cells in **Figure 6A**, ChIP-seq *tracks 6* and *7*). 5hmC levels in gene bodies (transcribed regions of genes), which correlate strongly with gene expression (56), are not shown for *Bcl6*: 5hmC is low to undetectable in naïve T cells (“WT” in **Figure 6A**), which do not express BCL6, as well as in *Tet2/3 DKO* cells, which have very low TET activity.

We also examined 5mC/5hmC distribution in the *Foxo1* gene, a well-known suppressor of Tfh differentiation in mice (48, 52). 

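*Foxo1* (ENSMUSG00000044167) lies on the plus strand of chromosome 3 from 52268336 to 52353221 in GRCm38. In CD4+ YFP(FOXP3)- T cells of WT mice, it ranked 292 of the 16035 tested genes by mean CPM, and in DKO-severe mice 1110. Divided by the length of its exons, 8665 bases, its level was 58.9 ± 6.05 RPKM (SD, n = 4) in WT and 20.2 ± 1.94 RPKM (SD, n = 4) in DKO-severe.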

*Foxo1* mRNA is highly expressed in WT naïve CD4^+^ T cells, but downregulated in FOXP3^−^ ex-Treg cells from DKO-severe mice (**Figure 6B**, RNA-*seq tracks 5* and *6*)—consistent with the upregulation of Tfh-related genes observed in bulk and scRNA-seq (**Supplementary Figure 1D**; **Figure 3**). High *Foxo1* expression in WT T cells correlated with high 5hmC and relatively low 5mC in the gene body of *Foxo1* (**Figure 6B**, *5mC tracks 1–3* and *5hmC track 4*); the low to undetecTable 5hmC levels in *Foxp3-Cre Tet2/3 DKO* T cells are not shown. The downregulation of *Foxo1* mRNA expression in FOXP3^−^ *Tet2/3 DKO* ex-Treg cells correlated with increased methylation at the edges of the promoter “canyon” containing the 3′ of transcription start site (TSS) in the *Foxo1* gene (**Figure 6B**; 5mC *tracks1–3*), as previously noted for *Tet*-deficient cells. Thus, unlike the findings for *Bcl6*, increased methylation 3′ of the *Foxo1* TSS in *Tet2/3 DKO* T cells follows the expected paradigm, in which decreased gene expression correlates with increased DNA methylation within or at the edges of regulatory regions and in the transcribed body of the gene.

TOX2, MAF, and BATF are all transcription factors known to promote Tfh differentiation (47, 48, 57, 58), and the expression of all these transcription factors was strongly upregulated in DKO-severe compared to WT mice (**Figure 2A**; **Supplementary Figures 1D**, **6**, compare RNA-seq tracks). However, we again did not observe a simple correlation between changes in expression and changes in DNA methylation (5mC) in these genes. 

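*Tox2* lies on chromosome 2 from 163203125 to 163324170, *Maf* on chromosome 8 from 115682942 to 115707794, and *Batf* on chromosome 12 from 85686669 to 85709087 of GRCm38. *Tox2* was at 86.0 ± 18.3 CPM (SD, n = 4) in DKO-severe and 6.17 ± 4.13 CPM (SD, n = 4) in WT, a log2 fold change of 3.80 (standard error 0.52, edgeR adjusted p = 9.71e-05). *Maf* was at 574.6 ± 118.4 CPM (SD, n = 4) and 55.5 ± 18.9 CPM (SD, n = 4), a log2 fold change of 3.37 (standard error 0.32, edgeR adjusted p = 1.17e-05). *Batf* was at 116.6 ± 21.0 CPM (SD, n = 4) and 35.2 ± 5.16 CPM (SD, n = 4), a log2 fold change of 1.73 (standard error 0.21, edgeR adjusted p = 4.6e-05). The WT value of *Tox2* includes WT 4 at 12.3 CPM, while the other 3 WT libraries were between 3.53 and 4.6 CPM. None of the 3 calls was lost with any library left out.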

While the *Tox2* TSS was largely demethylated in both WT and *Tet2/3 DKO* cells, we observed increased methylation near the TSS and across the *Tox2* gene in *Tet2/3 DKO* compared to WT cells, especially at putative regulatory regions in the first, second, and third introns (**Supplementary Figure 6A**); this again contradicts the simple hypothesis that increased methylation, especially near putative enhancers or the TSS, is related to decreased gene expression and suggests an indirect effect. In contrast, there was no methylation at the 5′ UTR of the *Maf* gene in either WT or DKO cells, but decreased methylation in the gene body; the annotation of the *Maf* gene may be incorrect since transcription appears to start well 5′ of the annotated 5′ UTR (**Supplementary Figure 6B**). In the case of *Batf*, we observed both increased and decreased methylation at different regions, although RNA expression was unambiguously increased (**Supplementary Figure 6C**). These complex changes are discussed below.

## Discussion

We previously showed that TET-deficient Treg cells lose FOXP3 expression due to loss of TET activity, increased methylation of the conserved intronic *CNS1* and *CNS2* enhancers, and decreased FOXP3 stability (28), leading to the development of autoimmune-like symptoms in *Foxp3-CreTet2/3^fl/fl^* mice (28, 33). Although the onset was variable, the disease was fully penetrant and fatal within 6 months (33). In this study, we defined DKO-moderate and DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice based on the total numbers of lymphocytes in the spleen at 14 weeks; these mice exemplify the early and late stages of disease progression, respectively. By comparing the phenotypes of DKO-moderate and DKO-severe mice, we found that FOXP3^−^ ex-Treg cells from *Foxp3-Cre Tet2/3 DKO* mice displayed progressive, time-dependent increases in multi-organ inflammation, based on substantial expansion of T cells with an activated phenotype and immunohistochemistry and histology showing splenomegaly, lymphadenopathy, and increased lymphocyte infiltration into kidneys, lungs, and liver. The variable yet progressive phenotype of *Tet2/3 DKO* mice resembles that of human patients with complex autoimmune/inflammatory disorders such as systemic lupus erythematosus (SLE), in whom autoimmune symptoms can manifest variably and may improve and worsen through multiple cycles of remission and relapse.

The slow increase in inflammation observed in DKO-moderate and DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice is explained by our previous finding that Treg cells from these mice lose suppressive activity in a time-dependent manner compared to WT cells. This is apparent, for instance, from the decreased ability of *Tet2/3 DKO* (compared to WT) bone marrow cells to rescue the rampant inflammation and fatal inflammatory phenotype of newborn *scurfy* mice (33). Additionally, transfer of *Tet2/3 DKO* CD4^+^ T cells, including Treg cells and ex-Treg cells, into immunocompetent mice with a normal repertoire of functional Treg cells led to increased activation and expansion of bystander T cells in the recipient mice, indicating that *Tet2/3 DKO* cells are capable of conferring a dominant inflammatory phenotype even in immunocompetent mice with normal Treg function (33).

Notably, DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice showed significantly increased frequencies and absolute numbers of CD4^+^ T cells expressing Tfh markers (PD-1, CXCR5, and ICOS), as judged using flow cytometry and immunohistochemistry. CD4^+^ T cells from these mice (which include FOXP3^−^ “ex-Treg” cells as well as conventional activated CD4^+^ T cells) displayed increased IL-21 transcription and secretion and increased expression of Tfh-associated genes compared to CD4^+^ FOXP3^−^ cells of WT mice based on flow cytometry of stimulated cells and both bulk and single-cell RNA-seq. 

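In the bulk libraries, *Il21* was at 278.8 ± 42.1 CPM (SD, n = 4) in DKO-severe, 144.6 ± 75.6 CPM (SD, n = 4) in DKO-moderate, and 8.31 ± 5.71 CPM (SD, n = 4) in WT. The standard error of its log2 fold change in DKO-severe against WT was 0.52 (edgeR adjusted p = 1.63e-05), and in DKO-moderate against WT the log2 fold change was 4.12 (standard error 0.50, edgeR adjusted p = 0.000347). The lowest DKO-severe library, at 227.4 CPM, was above the highest WT library, at 16.6 CPM. With each library left out in turn, the log2 fold change in DKO-severe ran from 4.84 to 5.65. The values are transcripts and do not measure secretion.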

The mice also displayed a progressive increase in total numbers and frequencies of plasma cells in the secondary lymphoid tissue and peripheral tissues, which was especially apparent in DKO-severe mice. Furthermore, mice with the DKO-severe phenotype showed a convincing increase in circulating autoantibodies that was variable with respect to the exact autoreactivity detected. Tfh cells provide help to germinal center B cells, which then differentiate into plasma cells, and plasma cells residing in inflamed tissues produce antibodies in chronic inflammatory and systemic autoimmune diseases. Increased autoantibody production was indeed observed in *Tet2/3 DKO* mice, especially those categorized as DKO-severe. The parallel increase in cytotoxic CD8^+^ T cells expressing high levels of perforin and granzyme B could be due to the emergence of Tfh-like cells that produce IL-21, which has been shown to induce cytotoxic effector function in CD8^+^ T cells via the upregulation of key molecules such as IFN-γ and granzyme B in anti-tumor immunity or viral infection (59, 60).

In contrast, the frequency of CD4^+^ cells expressing IL-17 after stimulation was very low in DKO-severe *Foxp3-CreTet2/3^fl/fl^* mice, and the frequency of IFNγ^+^ cells after stimulation declined as the disease progressed. 

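In the bulk libraries, *Il17a* was at 3.96, 0.12, 60.4, and 4.86 CPM in DKO-severe 1 to 4, against 0.05 to 0.94 CPM in WT. The difference in *Il17a* between DKO-severe and WT had p = 0.11 in an exact permutation test on CPM, two-sided, where DKO-severe 2 lay within the WT range. *Il17f* was at 4.54, 0.06, 8.24, and 2.61 CPM, against 0.08 to 0.65 CPM in WT (exact permutation test, two-sided p = 0.14).

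**Figure D3:**
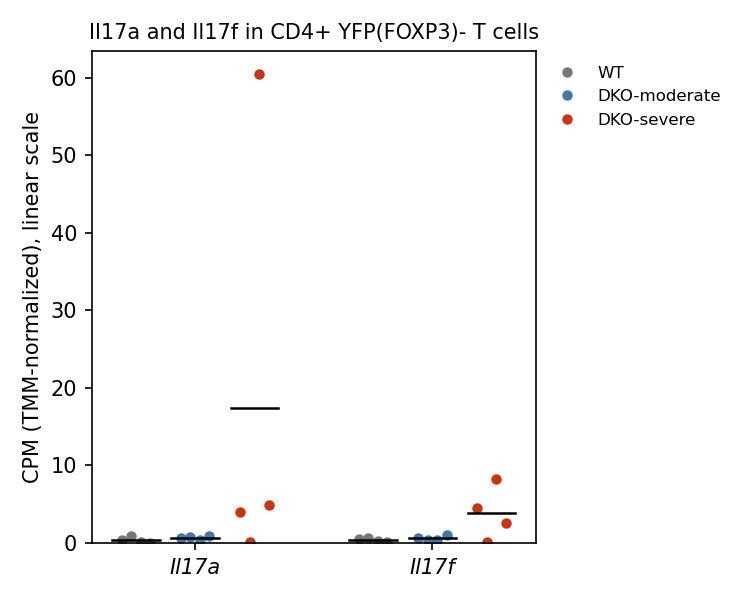
CPM of *Il17a* and *Il17f* on a linear axis that starts at 0, with 1 point for each library and a bar at the mean of each group of 4. DKO-severe 3 is the highest library for both genes, with 60.4 CPM of *Il17a*, and DKO-severe 2 is the lowest of its group for both.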

Bulk RNA-seq suggested that only one of four mice examined expressed significant baseline levels of IL-17 or *Rorc*, and very few *Rorc*-expressing cells were detected in CD4^+^ FOXP3^−^*Tet2/3 DKO* T cells via scRNA-seq using the sequence barcode attached to each cell, which allowed us to distinguish WT and *DKO* cells (range 0.2% to 3% *Rorc^+^* cells). Since the CD4^+^ cells in these mice include FOXP3^−^ “ex-Treg” cells as well as conventional activated CD4^+^ T cells, the variability may reflect differences in the relative proportions of these two cell types. Analysis of cluster 3, a cluster of Tfh-like cells mostly from DKO ex-Treg cells, showed that only 1.5% of *DKO* cells expressed *Rorc*. Together, the data suggest that *Rorc* is not as highly expressed as Tfh markers and poorly expressed in Tfh-like ex-Treg cells. This finding is consistent with previous reports that Tfh-related transcription factors such as BCL6 and TOX2 suppress *Rorc* expression and Th17 differentiation (48, 57, 61, 62).

How does the biochemical activity of TET proteins contribute to autoimmune disease? The answer may lie in the genes in any given cell type that are most sensitive to loss of TET activity. The primary biochemical effect of TET proteins is to maintain low levels of DNA methylation at gene promoters, transcribed regions (gene bodies), enhancers, and other regulatory regions. Changes in gene expression were clearly associated with aberrant (often subtle) changes in DNA methylation in and near gene bodies—increased 5mC at the edges of demethylated regions surrounding transcription start sites or putative intragenic enhancers. Some of these demethylated regions fit the definition of “canyons”, which in other systems are observed near genes strongly involved in cell lineage specification (53). Notably, however, there was not always a clear connection between changes in DNA methylation and gene expression. To illustrate, we observed a striking accumulation of 5mC in the first intron of the *Bcl6* gene, associated with increased expression of *Bcl6* mRNA (**Figure 6A**). This finding does not support the paradigm that increased DNA methylation is always suppressive for gene expression. Our data support the hypothesis that hypermethylation interferes with CTCF binding to an intronic region of the *Bcl6* gene in both humans and mice (54, 55, 63, 64). CD4^+^ T cells from older (middle-aged) Tet2^gt^ gene trap hypomorphic mice, which had 20%–30% residual *Tet2* gene expression compared to WT T cells, showed significant Tfh cell expansion with hypermethylation of the same intronic region of the *Bcl6* gene (63, 64). Likewise, Raji human B-cell lymphoma cells showed increased BCL6 expression, increased intronic hypermethylation, and decreased CTCF binding relative to H929 plasmacytoma cells, which express lower levels of BCL6 (55). Potentially, CTCF binding to the unmethylated intronic regions forms a barrier between a distal enhancer (or a TAD boundary) and the gene promoter, as shown for imprinted genes and for certain oncogenes (65); hypermethylation results in decreased CTCF binding and increased gene expression.

In contrast, decreased *FOXO1* expression in *Foxp3-Cre Tet2/3 DKO* CD4^+^ T cells showed the “expected” correlation with increased methylation across the transcribed region of the *FOXO1* gene. Moreover, the almost complete loss of FOXO1 in DKO-severe mice correlated with the almost total loss of 5hmC across the genome of *Foxp3-Cre Tet2/3 DKO* mice; the presence of 5hmC is one of the best markers for genes that are actively being transcribed. FOXO1 and the RUNX1-related transcription factors RUNX2 and RUNX3 are well-known suppressors of Tfh differentiation in mice (48, 52): FOXO1 coordinates with TET2 to mediate the demethylation and expression of the *Runx2* and *Runx3* genes (66). *Tet2*-deficient CD4^+^ T cells from SMARTA TCR transgenic mice (specific for an lymphocytic choriomeningitis virus (LCMV) GP66–77 epitope) showed preferential differentiation into Tfh cells upon LCMV infection, rather than predominantly into Th1 cells as in virally infected wild-type mice (66, 67); this correlated with a failure to demethylate the *Runx2* and *Runx3* promoters and decreased expression of *Runx2* and *Runx3* mRNA (66). In our own studies, DNA methylation at the *Runx2/3* promoters was increased, but *Runx2/Runx3* mRNA expression was not changed in DKO-severe CD4^+^ FOXP3-negative ex-Treg cells compared to WT cells (data not shown). 

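In the bulk CD4+ YFP(FOXP3)- T cells, *Runx2* was at 20.9 ± 8.01 CPM (SD, n = 4) in DKO-severe, 18.9 ± 6.30 CPM (SD, n = 4) in DKO-moderate, and 8.42 ± 3.06 CPM (SD, n = 4) in WT. Its log2 fold change in DKO-severe against WT was 1.31 (standard error 0.33, edgeR adjusted p = 0.00559), and every DKO-severe library was above every WT library (exact permutation test, two-sided p = 0.029). It stayed between 1.05 and 1.53 with each library left out in turn. In DKO-moderate, the log2 fold change was 1.17 (edgeR adjusted p = 0.0299), and it lost its call without WT 1, WT 2, DKO-moderate 1, or DKO-moderate 2, with adjusted p-values from 0.0534 to 0.0837 in edgeR, or with the replicate number as a block (edgeR adjusted p = 0.0675). With the terms for neutrophil and B cell genes, chosen after their values were seen, *Runx2* in DKO-severe did not pass (edgeR adjusted p = 0.0861). Its log2 fold change was then 1.62, not smaller than without these terms. *Runx3* was at 78.5 ± 8.53 CPM (SD, n = 4) in DKO-severe and 67.5 ± 13.9 CPM (SD, n = 4) in WT, a log2 fold change of 0.22 (standard error 0.19, edgeR adjusted p = 0.339), which does not exceed the spread between mice.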

FOXO1 could act alone without a requirement for RUNX2 and RUNX3; alternatively, because FOXO1 is critical for T-cell quiescence (68), decreased FOXO1 expression in normally quiescent Treg cells would contribute to their proliferation in *Foxp3-Cre Tet2/3 DKO* mice, and concomitant increased expression of BCL6 and other effectors of Tfh lineage programs would result in Tfh skewing.

Expansion of the Tfh population was observed in both FOXP3^+^ Treg cells that had not yet lost FOXP3, as well as FOXP3^−^ cells in DKO-severe mice. We infer that the process of Tfh differentiation was initiated in FOXP3^+^ Treg cells before FOXP3 loss was complete. We cannot rule out, however, that conventional CD4^+^ T cells also undergo Tfh skewing—*Tet2 KO* naïve CD4^+^ T cells display a cell-intrinsic bias toward Tfh differentiation upon LCMV infection, with impaired Th1 differentiation (66, 67), and TET deficiency suppresses Th1, Th2, and Th17 differentiation from naïve cells *in vitro* (69). Leaky expression of *Foxp3-Cre*, which occurs at low stochastic levels during hematopoietic development (37, 38), may also be responsible for some aberrant lineage specification in *Foxp3-Cre Tet2/3^fl/fl^* mice. To counter this problem, we are implementing a new strategy for ex-Treg development in which purified Treg cells from *CD4-Cre Tet2/3^fl/fl^* mice (not leaky for TET deletion in other lineages) are adoptively transferred into new recipient mice (K. Suzuki, *unpubl.*).

We previously reported that expansion of iNKT cells in *CD4-CreTet2/3^fl/fl^* mice required antigenic stimulation since it did not occur in mice lacking the non-classical MHC protein CD1d, which presents lipid antigens to iNKT cells (34, 70). Further, we have observed that bona fide resident Tfh cells show striking expansion in *CD4-CreTet2/3^fl/fl^* mice. *Tet2/3 DKO* ex-Treg cells display increased clonal expansion (33); in fact, proliferation of specific cell types in response to signals encountered *in vivo* is a recurrent feature of TET deficiency in mouse models (34, 70, 71), and TET2 loss-of-function mutations are frequently observed in human hematopoietic cancers (43, 72). Since TET proteins play important roles in thymic Treg differentiation, TET deficiency may be implicated in the emergence of self-reactive CD4^+^ FOXP3^+^ T cells in *Foxp3-Cre Tet2/3^fl/fl^* mice. Thus, self-reactive *Tet2/3 DKO* Tregs in the thymus may expand and generate Tfh-like ex-Treg cell clones in the periphery, and this may lead to expansion of self-reactive Tfh cells and autoantibody-producing plasma cells in *Foxp3-Cre Tet2/3 DKO* mice. The random emergence of different self-reactive clones in individual mice could contribute to the variable autoimmune phenotypes of *Foxp3-Cre Tet2/3 DKO* mice.

In summary, the mechanisms by which increased DNA methylation due to TET loss-of-function results in changes in gene expression, lineage skewing, and inflammation are still unclear. Gene expression is strongly influenced by changes in the binding of transcriptional regulators to distal, proximal, or intragenic enhancers/regulatory regions that are specific to each gene. Hence, to understand the influence of DNA methylation changes on gene regulation and lineage specification in depth, it will be necessary to identify transcriptional regulators that govern the expression of each differentially expressed gene and to dissect how DNA methylation at promoters, enhancers, and gene bodies influences the binding of these regulators to gene promoters and enhancers. In humans, changes in enhancer activity can be traced to single-nucleotide polymorphisms in putative enhancers identified by Genome-Wide Association Study (GWAS), suggesting that it would be worthwhile to investigate changes in DNMT/TET activity and regulation, as well as changes in DNA methylation in human autoimmune disease. This is especially interesting since the C>T transitions that are frequent in GWAS are thought to reflect deamination of methylated CA and CpG sequences during evolution (73, 74).

Recently, *TET2* has been identified as the second most frequent mutation (after *DNMT3A*) in age-related clonal hematopoiesis [ARCH or CH, also known as clonal hematopoiesis of indeterminate potential (CHIP)] (75). In CH, somatic *TET2* mutations cause hematopoietic stem cell (HSC) clones to expand. *TET2*-deficient HSCs exhibit enhanced self-renewal capability and undergo myeloid skewing with clonal expansion. In addition, chronic inflammation is promoted by *TET2*-deficient myeloid cells through the production of inflammatory cytokines such as IL-1β, and it has been shown that individuals with CHIP have an increased risk of atherosclerosis and cardiovascular disease (76, 77). Indeed, patients with SLE and RA show a higher prevalence of CHIP compared with healthy controls of the same age (78, 79). Particularly in rheumatoid arthritis (RA), a subgroup with late-onset disease has been observed, and patients over 60 years old develop the disease. Age-associated CH/CHIP driven by TET2 or DNMT3A deficiency may contribute to the development of late-onset autoimmune disease.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession numbers GSE325544, GSE325568 and GSE325631.

# Supplementary material for: Loss of TET function in T regulatory cells yields ex-Treg cells biased toward T follicular helper cells, causing autoimmune diseases through autoantibody production
**Source:** Front Immunol. 2026 Mar 27;17:1684023. doi: 10.3389/fimmu.2026.1684023
**Supplement:** Supplementary file 1

**Material and Method**

**Mice.**

B6.129(Cg)-*Foxp3tm4(YFP/icre)Ayr/J* (Foxp3-Cre, strain 016959) were obtained from Jackson Laboratory. *Foxp3-Cre Tet2^fl/fl^ Tet3^fl/fl^* mice were generated in our laboratory by crossing *Tet2^fl/fl^ Tet3^fl/fl^* with *Foxp3-Cre* mice. For the fate-mapping experiments, Tet2fl/fl Tet3+/fl Foxp3Cre female mice were crossed with Tet2fl/fl Tet3fl/fl Rosa26-YFP+ male mice to generate Tet2fl/fl Tet3fl/fl Foxp3Cre Rosa26-YFP+ male mice for further analysis. All mice were on the B6 background and maintained in a specific pathogen-free animal facility in the La Jolla Institute for Immunology. Age of the mice used for each experiment was stated in the figure legends. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the La Jolla Institute for Immunology and were conducted in accordance with institutional guidelines. Euthanasia methods complied with the AVMA Guidelines for the Euthanasia of Animals. Euthanasia was induced by carbon dioxide (CO_2_) asphyxiation/anesthetic overdose coupled with cervical dislocation. The carbon dioxide displacement rate was from 30% - 70% of the chamber volume per minute. For the euthanasia by anesthetic overdose, 5% isoflurane delivered by precision vaporizer. Cervical dislocation was performed as a secondary step to ensure euthanasia.

**Cell preparation and flow cytometry.**

Single-cell suspensions were prepared from pooled spleen and peripheral lymph nodes (cervical and inguinal) for staining or cell sorting. For analysis of T cell compartments and Treg cell features, single-cell suspensions were stained with anti-mouse antibodies against the following (Clone name, conjugated fluorescence, dilution, manufacturer and catalog number shown in brackets): CD4 (GK1.5, BV421, 1:200, Biolegend, #100443; RM4-5, BV605, 1:200, Biolegend, #100548), CD8 (53-6.7, PE-Cy7, 1:200, Biolegend,#100722), TCRβ (H57-597, BV421, 1:200, Biolegend, #109230; H57-597, PE, 1:200, Biolegend, #109208), CD62L (MEL-14, APC, 1:200, Biolegend, #104412), CD44 (PerCP-Cy5.5, 1:200, Biolegend, #103032), B220 (RA3-6B2, APC, 1:200, Biolegend, #103212), Gr1 (RB6-8C5, BV650, 1:200, Biolegend, #108442), CD11b (M1/70, PerCP-Cy5.5, 1:200, Biolegend, #101228), CD98 (RL388, PE-Cy7, 1:200, Biolegend, #128213), CD138 (281-2, BV421, 1:200, Biolegend, #142507), PD-1 (29F.1A12, PE-Cy7, 1:200, Biolegend, #135216; J43, APC, 1:200, Invitrogen, 17-9985-80), CXCR5 (SPRCL5, Biotin, 1:200, Invitrogen, #13-7185-82), ICOS (C398.4A, BV785, 1:200, Biolegend, #313533), BV421 Streptavidin (1:200, Biolegend, #405225) antibodies. For intracellular staining, cells were surface-stained and then stained with anti-BCL6 (IG191E/A8, PE, 1:100, Biolegend, #648303), anti-IL-21 (mhalx21, PE, 1:100, Invitrogen, # 12-7213-82), anti-IL17A (TC11-18H10.1, PerCP-Cy5.5, 1:100, Biolegend, #506920), anti-IFN-γ (TC11-18H10.1, APC, 1:100, Biolegend, #505810), anti-Perforin (S16009A, PE/Dazzle594, 1:100, Biolegend, #154315), anti-Granzyme B (QA18A28, Pacific Blue, 1:100, Biolegend, #396420), antibodies. The cell were fixed 4% PFA and permed permeabilization buffer (50mM NaCl, 5mM EDTA, 0.02% NaN3, 0.5% TritonX) and analyzed by flow cytometry on Celesta, LSR-II and Fortessa from BD.

**RNA-sequencing library preparation.**

Total RNA was isolated from CD4^+^ YFP(FOXP3^-^) T cells from pooled spleen and peripheral lymph nodes (cervical and inguinal) from *Foxp3Cre WT* mice and *Foxp3-Cre Tet2/3^fl/fl^* mice (14-weeks-old) using Direct-zol RNA microprep (Zymo, #R2060). RNA-sequencing libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, #E7760, #7765) according to the manufacture’s protocol and sequenced at the La Jolla Institute sequencing core using Illumina NovaSeq 6000 pair end 150 bp platform.

**RNA-sequencing analysis.**

Reads were aligned to the mouse reference genome mm10 using STAR version 2.7.11 (1) with the parameters -outFilterMultimapNmax 1 -alignIntronMin 20 -twopassMode Basic -outBAMcompression 10 -alignSJoverhangMin 8 -alignSJDBoverhangMin 1 -outFilterType BySJout -outSJfilterReads Unique -outFilterMismatchNoverReadLmax 0.04 to analyze gene expression. HT-Seq (2) was used to quantify the gene expression levels using the options htseq-count --stranded reverse. Genes with at least ten read counts in one condition were kept for further analysis. 

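The filter was read here as reads summed over the 4 libraries of a condition. If at least 10 reads are required in every library of a condition, 13091 genes remain, and 7533 of them passed the threshold of edgeR's test between DKO-severe and WT, 3016 between DKO-moderate and WT, and 3157 between DKO-severe and DKO-moderate. With no filter, the 19672 genes with any read gave 8094, 2517, and 2940. With edgeR's filterByExpr, 13613 genes were kept and gave 7743, 2935, and 3185.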

Normalization and differential expression analyses were performed using DESEq2 (3). For visualization of the data, we generated tracks using Deeptools94 version 3.5.1, with the option bamCoverage. All related plots were made using R-Studio95 and Integrative Genome Viewer96 version 2.16.0.

**Single-cell RNA-sequencing library preparation and analysis.**

TCRβ^+^ cells from pooled spleen and peripheral lymph nodes (cervical and inguinal) of *Foxp3Cre WT* and DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice (14-weeks-old) were prepared, counted and loaded 10,000 single cells (n=1). Samples were processed per the manufacturer’s protocol using Chromium Next GEM Single Cell 3’ Kit v3.1 (10X Genimics) and sequenced were conducted at the La Jolla Institute sequencing core on an Illumina Novaseq 6000 sequencer using a 100-bp kit. Samples were sequenced using a 28|10|10|90 run configuration. Sample demultiplexing, barcode processing, alignment, filtering, UMI counting and aggregation of sequencing runs were performed using the Cell Ranger analysis pipeline (v.7.1.0) and the mouse reference genome mm10. Downstream analysis was performed using the R package Seurat (4).

**6-base sequencing (simultaneous detection of 5hmC and 5mC by duet multiomics solution evoC (biomodal)) library preparation and analysis.**

Naïve CD4^+^ T cells from *Foxp3Cre WT* mice (14-weeks-old) and Tfh cells from DKO-severe *Foxp3-Cre Tet2/3^fl/fl^* mice (14-weeks-old) were sorted and extracted genomic DNA using DNeasy Blood & Tissue Kit (Qiagen, #69504). The duet multiomics solution evoC method (6-base sequencing) was performed according to the manufacturer’s instructions (duet exoC User guide v.3), using 60-70 ng of sonicated genomic DNA as starting material (n=2). Libraries were sequenced at the UCSD Institute for Genomic Medicine Genomics Center using Illumina NovaSeq X Plus pair end 150 bp platform. Data were processed following the duet evoC analysis pipeline v1.4.1. Downstream analysis of the data was performed as in ref. (5) and the mean coverage for the samples ranged from 10x to 20x.

**Histology.**

Pancreas, colon, skeletal muscle, heart, liver, lung, salivary gland, brain, knee joint, stomach were isolated from 14-week-old *Foxp3Cre WT* mice and *Foxp3-Cre Tet2/3^fl/fl^* mice. Samples were fixed using 10% zinc formalin, washed in 70% isopropanol, processed and embedded in paraffin. The blocks were then cut and 4 µm sections were stained with haematoxylin and eosin (H&E) (6). Slides were digitized with ZEISS AxioScan.Z1 scanner equipped with a 20x 0.8NA objective. Whole slide images were analyzed by a board-certified veterinary pathologist in QuPath (7) software. Neoplastic changes were not seen and inflammation was scored on a 0-5 scale for quantity of infiltrating cells including neutrophils, lymphocytes, macrophages, and plasma cells in specified regions of the analyzed tissues.

**Orion multiplexing.**

Five-micron sections were placed on positively charged slides, dried, and baked at 60°C for 1h to adhere tissue, then deparaffinized using three cycles of Pro-Par clearant dipping (20×) and submersion (10min). Slides underwent rehydration in reagent alcohol: twice in 100% (20× dips, 1.5min submersion) and once in 90% (20× dips, 1.5min submersion), followed by a 2min DI water rinse. Antigen retrieval was performed in pH 6 citrate buffer in a Biocare Medical Decloaking Chamber™ NxGen (Program 5: 110°C, 15min) and then cooled to RT. Autofluorescence was quenched in PBS with 2.4 mM NaOH and 1.47 M H_2_O_2_ solution under LED (1h) and UV light (30min). Slides were placed in a Freequenza rack (8), blocked with Image-iT FX Signal Enhancer (15min), and washed (1mL, 0.025% TritonX-100 in PBS). Slides were stained with a 16-plex conjugated antibody panel, including anti-mouse CD3ε (D4V8L)-ArgoFluor 548, CD8α (4SM15)-ArgoFluor 658, B220 (RA3-6B2)-ArgoFluor 698, IRF4 (E8H3S)-ArgoFluor 706, FOXP3 (D6O8R)-DIG-ArgoFluor 760, CD4 (4SM95)-ArgoFluor 812, CD31 (D8V9E)-ArgoFluor 874 and others in Candor Antibody Stabilizer PBS with 5% mouse and 5% rabbit serum overnight at 4°C. After warming to RT and washing (4mL), slides were stained with secondary antibodies in Antibody Stabilizer PBS with 10% goat serum (30min) and washed (4mL). Slides were counterstained with Hoechst (1:1000, 5min), washed (5mL PBS), coverslipped with ArgoFluor Mounting Medium, and dried for 48h before scanning. Images were acquired with a 20× 0.75 dry objective (0.325μm/pixel) using whole-tissue tiling. The Orion system (RareCyte, Seattle, Washington, USA) captured ~10nm emission bands via angled dichroic mirrors. Processing used Rarecyte's algorithm for tile stitching, non-linear channel alignment, and spectral unmixing based on previously acquired single-color controls. The Orion images were analyzed in QuPath 0.6.0 (9). For cell counting, images were analyzed in QuPath 0.6.0 (9). Briefly, cells were segmented using InstanSeg (10). Random forest machine learning classifiers were trained to identify cells positive for each of ICOS, CD3 (hi vs low), CD4, CD8, and IRF, as well as cells simultaneously negative for CD3ε, B220, and F4/80. Ex-Tregs were defined as ICOS^+^ CD3ε^+^ CD4^+^ FOXP3^-^ cells. Plasma cells were defined as IRF^+^ CD3ε^-^ B220^-^ F4/80^-^.

**Measuring auto-antibody level in serum.**

Blood was collected by cardiac puncture in BD Microtainer (BD, #365978) and serum was isolated. Autoantibodies level in serum was measured using Human Autoimmune Disease IgG Autoantibody array G1 (RayBiotech, #PAH-AIDG-G1-16) according to the manufacture’s protocol. We used biotin-conjugated Anti-mouse IgG (Jackson ImmunoResearch, #115-065-071) instead of biotin-conjugated Anti-human IgG to measure mouse auto-antibodies.

**Quantitative real-time PCR.**

Total RNA was isolated using Direct-zol RNA microprep (Zymo, #R2060); cDNA was synthesized using SuperScript™ IV First-Strand Synthesis System (Thermo Fisher, #18091050). Quantitative real-time PCR was performed using PowerUp™ SYBR™ Green Master Mix for qPCR (Thermo Fisher, #A25742) on a StepOnePlus real-time PCR machine (Applied Biosystems). Gene expression was normalized to *Gapdh*. Primers used to detect the expression levels of *Tet2* are as following:

Tet2 forward primer: AACCTGGCTACTGTCATTGCTCCA

Tet2 reverse primer: ATGTTCTGCTGGTCTCTGTGGGAA

*Gapdh* forward primer: TCACCACCATGGAGAAGGC

*Gapdh* reverse primer: GCTAAGCAGTTGGTGGTGCA

**Statistics.**

*P* values from one-way ANOVA test were used for all the statistical comparisons between different groups and data were displayed as mean ± SEM. (Prism). *P* values are denoted in corresponding figures as: **P* < 0.05, ***P* <0.01, ****P* < 0.001, *****P* < 0.0001.

**References (Material and Method):**

1. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013 Jan 1;29(1):15–21.

2. Anders S, Pyl PT, Huber W. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015 Jan 15;31(2):166–9.

3. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014 Dec 5;15(12):550.

4. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, et al. Comprehensive Integration of Single-Cell Data. Cell. 2019 June;177(7):1888-1902.e21.

5. Füllgrabe J, Gosal WS, Creed P, Liu S, Lumby CK, Morley DJ, et al. Simultaneous sequencing of genetic and epigenetic bases in DNA. Nat Biotechnol. 2023 Oct;41(10):1457–64.

6. Angela Denn. Hematoxylin & Eosin Protocol For Leica ST5020 Automated Stainer v2. 2023 Nov22. Available from dx.doi.org/10.17504/protocols.io.x54v9mozqg3e/v2

7. Bankhead P, Loughrey MB, Fernández JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. Sci Rep. 2017 Dec 4;7(1):16878.

8. Meyer M, Dobaczewska K, Mikulski Z. Freequenza Box - Production and Assembly v1. 2022 Feb 17. Available from: https://www.protocols.io/view/freequenza-box-production-and-assembly-byqmpvu6

9. Bankhead P, Loughrey MB, Fernández JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. Sci Rep. 2017 Dec 4;7(1):16878.

10. Goldsborough T, O’Callaghan A, Inglis F, Leplat L, Filby A, Bilen H, et al. A novel channel invariant architecture for the segmentation of cells and nuclei in multiplexed images using InstanSeg. bioRxiv 2024 Sep 8. Available from: http://biorxiv.org/lookup/doi/10.1101/2024.09.04.611150

How the deposited data were processed for this re-analysis (not part of the article)

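Gene expression was measured by RNA sequencing in CD4+ YFP(FOXP3)- T cells sorted from pooled spleen and cervical and inguinal lymph nodes of WT, DKO-moderate, and DKO-severe mice, 14 weeks old, with 1 library per mouse and 4 mice per group. The authors prepared directional libraries, aligned the reads to mm10 with STAR keeping only reads with a single position, and counted them per gene with htseq-count. The values are raw counts without normalization. The annotation behind the counts is not named in the paper's text. Of 26608 genes listed, 22469 matched the GENCODE annotation of GRCm38 by symbol, 2092 matched through an older symbol, and 2047 did not match. Coordinates and exon lengths come from this annotation.

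Reads on genes ranged from 29254260 to 42133536 over the 12 libraries. Records not assigned to a gene made up 18.53% to 23.73% of a library, and the 10 most abundant genes took 4.41% to 5.76% of the reads on genes. Where a gene had no reads in a group, its fold is a lower bound, computed against 3 counts over the pooled reads of the group's libraries, which covers counting error only. Checks for libraries counted more than once found a chi-square per degree of freedom of at least 22.9 between libraries of the same group, so no library was a copy or a technical repeat of another of its group. Libraries of different groups were not compared in this way. The replicate numbers were checked for pairing across groups. Residual correlations of libraries with the same number (median -0.098) spanned a range like that of libraries with different numbers (median 0.0298), and the numbers were not treated as pairs.

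Genes were tested when at least 10 reads were counted over the libraries of a condition in at least 1 condition, which left 16035. Counts were scaled by TMM, and the 3 groups were fitted together with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. CPM are TMM-scaled, and log2 CPM used a prior count of 2. Exact permutation tests on CPM, two-sided, compared 4 libraries with 4, for which the smallest p is 0.029. DESeq2 1.42.0 supplied the variance stabilizing transformation for the PCA over the 500 most variable genes. Genes changed in any comparison were grouped into 4 clusters by complete linkage. Tables, exact tests, and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9.

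The tests, gene lists, and alternatives were fixed before the data were examined, except where a sentence says otherwise. The alternatives were DESeq2, limma voom with sample quality weights (limma 3.58.1), DESeq2's size factors or library size alone in edgeR, no filter, at least 10 reads in every library of a condition, edgeR's filterByExpr, a fit of only the groups compared, the replicate number as a block, a term for Y-linked transcripts, stricter thresholds, other transformations and gene numbers in the PCA, Ward linkage and k-means, and leaving out each library in turn. Terms for the mean log2 CPM of the neutrophil and B cell lists were added after the values of both lists had been seen and were the only such terms tried. The named genes are those the paper names for these libraries, *Tet2*, *Tet3*, and *Foxp3*, the genes of the lists below, and for each comparison the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap, with a mean of at least 5 CPM in the higher group. Genes named by a Gm number or as a Rik clone, and immunoglobulin and T cell receptor gene segments, were left out of this ranking.

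Lists of marker genes for Tfh, cell cycle, Treg signature, Th1 and cytotoxic, naive T cell, proliferation, plasma cell, B cell, neutrophil, monocyte and macrophage, CD8 T cell, erythroid, and Y-linked genes were tested with camera (correlation 0.01) and fry in limma, with adjustment over all lists and comparisons. A list of 8 general T cell genes was added after the results were seen.

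The tests were run on a single simulated data set with 200 changed genes among 14803. It was drawn from the WT means and the dispersions that edgeR fitted, and changed far fewer genes than were called here. In the comparison of DKO-severe with WT, edgeR recovered 89.5% of them with 3.8% false calls, DESeq2 94.5% with 18.9%, and limma voom 86.5% with 2.3%. Where no gene was changed, DESeq2 made 19 calls in DKO-moderate against WT. Because the simulated counts follow edgeR's own dispersions, these rates do not rank the tools. They also do not give the false calls on the real libraries. Results that rest on some of the named genes are not reported here. Single-cell RNA sequencing, methylation sequencing, and flow cytometry were not analysed here.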

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

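The tests of *Il17a* in DKO-severe 3, of WT 3, and of neutrophil transcripts within DKO-severe were chosen after the results were seen. In 111 groups of 4 libraries, 8 held a value far from the other 3, where chance gives about 1 in 20.

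*Tox2* in WT 4, at 12.3 CPM, and *Klrb1c* in WT 1, at 12.1 CPM, lay far from the other WT libraries, and *Cdkn1a* in DKO-severe 3, at 41.5 CPM, lay far above its group. No explanation was tested for these 3 values. Each WT value stayed below every DKO-severe value of its gene.

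*Il17a* in DKO-severe 3, at 60.4 CPM, lay far above the other libraries of its group. DKO-severe 3 was the only library of its group, 1 of 4, without Y-linked transcripts, so sex of the mice and the single mouse cannot be told apart. A difference between mice in the course of disease was not tested.

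WT 3 lay far above the other WT libraries in the mean log2 CPM of the plasma cell list (2.89), the B cell list (4.09), the neutrophil list (-2.52), and the CD8 T cell list (3.53). It was the highest WT library for 6 of 6 lists of other cell types, which is consistent with cells of other types in this sorted sample. On the first principal component it was the WT library nearest the DKO groups, at -21.7, beside WT 4 at -22.3. A DKO library labelled as WT is argued against, since the nearest DKO library lay at -7.72. No biological explanation was tested.

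Transcripts of several lists the paper does not analyse in these libraries were higher in DKO-severe than in WT, among 8 lists tested. The mean sum in DKO-severe was 709 CPM for the neutrophil list, 234 CPM for the monocyte and macrophage list, 502 CPM for the plasma cell list, 40.3 CPM for the erythroid list, and 512 CPM for the Treg signature. In WT these means were 0.51, 57.1, 432.5, 11.05, and 105.1 CPM. The plasma cell sums of DKO-severe 3 and 4, 416 and 429 CPM, lay within the WT range of 374 to 480 CPM. The neutrophil sums were 2050, 756, 22.1, and 9.6 CPM in DKO-severe 1 to 4, against at most 1.9 CPM in WT, and *Ngp*, *S100a9*, and *S100a8* were its most abundant genes. These were at 182, 172, and 154 CPM on average in DKO-severe. None of the 10 genes of the list reached a median of 1 CPM in WT, the level taken here as expressed. All 10 were higher past the threshold in edgeR (for the list, fry adjusted p = 0.0241 and camera adjusted p = 0.0381), as neutrophils in the sorted population would give. Within DKO-severe, 9 of them were higher in both DKO-severe 1 and 2 than in all 8 WT and DKO-moderate libraries. Library size is argued against, since DKO-severe 1 had the most of these transcripts and the fewest reads on genes, 29254260.

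Of the plasma cell list, 5 of 10 genes are expressed in WT cells. Its median log2 fold change in DKO-severe against WT was 1.62, past the threshold in fry (adjusted p = 0.00236) and not in camera (adjusted p = 0.0714). In edgeR 5 of its genes were higher and 1 was lower past the threshold. Among those higher were *Xbp1*, at 136 CPM on average in DKO-severe and 53.3 CPM in WT, *Sdc1* (adjusted p = 0.00968), and *Derl3* (adjusted p = 0.000361). *Igj* was at 163, 159, 43.1, and 54.2 CPM in DKO-severe 1 to 4, against 79.9 CPM in WT 3 and at most 1.12 CPM in the other WT libraries. *Igj* and *2010001M09Rik* did not pass (edgeR adjusted p = 0.16 and 0.112). *Edem1*, its most abundant gene, was lower in DKO-severe (190 CPM on average) than in WT (316 CPM), a level in WT that would hide a small share of plasma cells. Immunoglobulin constant genes are not among the genes counted, and plasma cells in the sorted population and a change of these genes in T cells cannot be told apart. For the monocyte and macrophage list (5 of 10 genes expressed in WT cells) the median was 1.73, with adjusted p = 0.0391 in fry and 0.078 in camera, and 2 of its genes were higher past the threshold in edgeR. Its sums were 377, 386, 96.4, and 75.1 CPM in DKO-severe 1 to 4, against 196 CPM in WT 3 and at most 14.9 CPM in the other WT libraries. Its most abundant gene, *Lyz2*, was at 148 CPM on average in DKO-severe and at 102 CPM in WT 3. For the erythroid list (1 of 8 genes expressed in WT cells) it was 2.40, with adjusted p = 0.00668 in fry and 0.111 in camera, and *Hba-a1* was at 18.3 CPM. The erythroid sum in WT 3, 25.8 CPM, lay above those in DKO-severe 3 and 4, 18.2 and 22.4 CPM. Without WT 3 the medians were 2.52 for the plasma cell list, 3.51 for the monocyte and macrophage list, and 5.09 for the erythroid list. The Treg signature, whose 6 genes are all expressed in WT cells, had a median of 1.87, with adjusted p = 0.000273 in fry and 0.0489 in camera. Of its genes, 4 were higher past the threshold in edgeR, *Il2ra*, *Ctla4*, *Nrp1*, and *Il10*. The 2 lower past it were *Foxp3* (log2 fold change -2.10) and *Ikzf4* (-0.77), so the list did not rise as a whole. No explanation was tested for these 3 lists.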

How the results depend on the processing

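The terms for the neutrophil and B cell lists were chosen after the results were seen. The neutrophil mean was higher in every DKO-severe library than in every WT and DKO-moderate library. A loss with these terms therefore does not decide what caused a change. The cause of the changes below was not tested, except that stricter thresholds lower a count by construction.

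Counts of changed genes moved by more than 1.5 times under these settings. With an absolute log2 fold change of at least 1, 4397 genes passed in DKO-severe against WT, 1500 in DKO-moderate against WT, and 1411 in DKO-severe against DKO-moderate. An adjusted p-value under 0.01 left 1142 in DKO-moderate against WT and 926 in DKO-severe against DKO-moderate. In the latter comparison limma voom gave 6126. The added terms left 2574 genes in DKO-severe against WT and 104 in DKO-severe against DKO-moderate, of which 2470 and 99 had also passed without them. Across the 12 fits that each left out 1 library, the counts ran from 7253 to 9006 in DKO-severe against WT, from 1616 (without WT 1) to 2920 in DKO-moderate against WT, and from 1646 (without DKO-moderate 1) to 3670 in DKO-severe against DKO-moderate.

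The first principal component held 71.55% of the variance with log2 CPM and 68.97% over all tested genes, and from 72.6% to 78.36% with a library left out. The second held 12.05% with log2 CPM and 7.81% over 2000 genes, and from 8.12% to 11.01% with a library left out. The distance to the group centre in DKO-severe over that in WT reached the smallest exact permutation p over all tested genes (1.45) and over 2000 genes (1.57), was 1.09 (exact permutation p = 0.69) with log2 CPM, and ran from 1.31 to 1.87 (without WT 3) with a library left out. In DKO-moderate it reversed with log2 CPM (0.95) and ran from 0.96 (without DKO-moderate 2) to 1.49. Leaving out a library shortens the distances in its group by construction, so the ends of these ranges partly reflect group size. Ward linkage and k-means each placed 7 of 10 genes marked in Figure 2A in 1 cluster.

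With a library left out, medians of marker lists in DKO-severe against WT ran from -1.41 to 7.62 for B cell genes, from -1.88 to 0.48 for CD8 T cell genes, from 2.08 to 5.09 for erythroid genes, from 1.36 to 3.51 for monocyte and macrophage genes, from 1.41 to 2.52 for plasma cell genes, and from 8.42 to 12.09 for neutrophil genes, each highest without WT 3, and from 1.31 (without DKO-severe 2) to 2.17 for the Treg signature. In DKO-moderate against WT they ran from -4.81 to 1.88 for B cell genes, from -3.08 to -1.39 for CD8 T cell genes, from -1.27 to 1.96 for erythroid genes, and from -0.77 (without DKO-moderate 2) to 3.57 for neutrophil genes, each highest without WT 3. In DKO-severe against DKO-moderate the Treg signature ran from 0.32 (without DKO-severe 2) to 0.87. DESeq2's size factors and library size alone moved none of the 42 medians beyond their spread.

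Some log2 fold changes that passed no threshold reversed. In DKO-severe against DKO-moderate these were *Klrb1c* in limma voom (0.18), *Runx2* in limma voom (-0.18) and without DKO-severe 2 (from -0.11 to 0.38 with a library left out), and *Runx3* with DESeq2 (0.02), DESeq2's size factors (0.02), library size alone (0.06), the added terms (0.28), and without DKO-moderate 1 (0.03), DKO-moderate 3 (0.03), or DKO-severe 1 (0.00; the lowest with a library left out was -0.21). In DKO-moderate against WT, *Tet2* reversed in limma voom (0.04), with library size alone (0.03), and without WT 4 (0.05) or DKO-moderate 4 (from -0.13 to 0.09 with a library left out).

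Of the 72 log2 fold changes of the genes named in the paper and of *Tet2*, *Tet3*, and *Foxp3*, 64 kept their direction and side of the threshold with DESeq2, 60 with limma voom, 70 with DESeq2's size factors, 68 with library size alone, 71 with each of the 3 filters, 66 with only the groups compared, and 69 with the term for Y-linked transcripts. With the replicate block, the replicate number as a term, 65 did and 7 were no longer past the threshold. With the added terms 53 did and 18 were no longer past it.

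Depth limits the fold changes of genes with few reads in WT, among them *Il17a* and *Il17f*. In the WT libraries *Il17a* had 2 to 29 reads and *Il17f* 3 to 20.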

Differences from the paper's values

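The paper's share of variance for the WT libraries in the PCA was read as that of the second component, 8.85%, which does not differ from the paper's value. The paper's text does not say which share it is. With log2 CPM that component held 12.05%, and differences between WT libraries made up 9.09% of the variance, both above the paper's limit. No other value the paper states for these libraries differed. The following statements of the paper differ from the values.

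The paper states that the bulk data show IL-17 in a single mouse of the group. *Il17a* was above every WT library in 3 of 4 DKO-severe mice, DKO-severe 1, 3, and 4, and DKO-severe 3 alone was above 4.86 CPM.

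The paper states, without showing data or naming the assay, that *Runx2* and *Runx3* mRNA did not change in ex-Treg cells of DKO-severe mice. The bulk libraries also hold conventional activated CD4+ T cells, so the populations compared may differ. *Runx2* was higher than in WT, with a log2 fold change of 1.31 (edgeR adjusted p = 0.00559), and it passed the threshold under every alternative set before the data were examined, with adjusted p-values up to 0.0192 in edgeR, DESeq2, and limma voom. With the terms for neutrophil and B cell genes, chosen after seeing the values, it did not pass (log2 fold change 1.62, edgeR adjusted p = 0.0861). *Runx3* did not pass in any setting.

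The paper lists *Ascl2*, *Nfkb1*, *Il17a*, and *Il17f* among genes higher in DKO-moderate than in WT. None of these 4 passed the threshold in edgeR. *Ascl2* passed in DESeq2, limma voom, and without WT 4. *Nfkb1* passed with only the groups compared and without DKO-severe 2. *Il17a* and *Il17f* passed in no setting, with adjusted p-values of at least 0.47 and 0.423 in edgeR, DESeq2, and limma voom.

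The paper describes the loss of FOXO1 in DKO-severe as almost complete, without saying there whether this is mRNA or protein. *Foxo1* mRNA in DKO-severe was at 34.3% of its WT level, and its log2 fold change stayed between -1.62 and -1.48 with each library left out in turn.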

Other observations

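The tests of library size, of plasma cells or neutrophils as the whole cause, and of sex within DKO-moderate were chosen after the results were seen.

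Splits of the 8 libraries of a comparison into 4 and 4 were fitted in the same way. In each comparison 1 of the 35 splits, the real one, gave as many changed genes. The highest count of any other split was 0 in DKO-severe against WT, 1 in DKO-moderate against WT, and 889 in DKO-severe against DKO-moderate.

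Several explanations of the genes changed between DKO-severe and WT were tested. Different numbers of female and male mice are argued against, since 1 of 4 libraries lacked Y-linked transcripts in both WT and DKO-severe. With a term for Y-linked transcripts, 8169 of the 8428 genes stayed past the threshold. That fit decides nothing further, because a term balanced between both groups could hardly remove their difference. Library size is argued against by p = 0.49 in an exact permutation test of reads on genes. Neutrophils as the whole cause are argued against by the naive T cell list, whose sum was 2240 CPM or less in the DKO-severe libraries with the fewest neutrophil transcripts and at least 6470 CPM in every WT library. Plasma cells as the whole cause would dilute general T cell genes as far as naive T cell genes, but the largest fall among 8 such genes was -1.40, for *Thy1*, with a median of -0.27 and 4 of 8 lower past the threshold. The naive T cell list had a median log2 fold change of -1.96 (fry adjusted p = 0.000148), which is consistent with the loss of naive T cells from the sorted population. Its 10 genes are all expressed in WT cells. How much of the change comes from ex-Treg cells and how much from activated conventional T cells stays open.

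Libraries without Y-linked transcripts were WT 2, DKO-moderate 2 and 4, and DKO-severe 3. In DKO-moderate these had a mean log2 CPM of the Tfh genes of 6.55 and 6.37, against 5.27 and 5.86 in the others (exact permutation p = 0.333, the smallest that 2 libraries against 2 allow). With so few libraries, sex of the mice and other differences between mice cannot be told apart.

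Other lists in DKO-severe against WT had median log2 fold changes of 2.62 for Tfh genes (fry adjusted p = 0.000148), 3.39 for cell cycle genes (fry adjusted p = 3.29e-06), 2.96 for proliferation genes (fry adjusted p = 0.000273), 0.14 for Th1 and cytotoxic genes (fry adjusted p = 0.492), 1.12 for B cell genes (1 of 10 expressed in WT cells, fry adjusted p = 0.233), -1.0 for CD8 T cell genes (1 of 2 expressed in WT cells, fry adjusted p = 0.0391, camera adjusted p = 0.407), and -0.22 for Y-linked genes (fry adjusted p = 0.881). The study named the Tfh and cell cycle lists from these libraries.

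The largest rises in DKO-severe against WT were in *Tmem45a*, *Hapln1*, *Pex5l*, *Rspo2*, and *Adra1b*, which had no reads in WT and were, from the mean of the 4 DKO-severe libraries, at least 1994-, 1967-, 1596-, 1311-, and 992.5-fold higher. The largest falls were in *Adh1* (-4.69), *Arhgap29* (-4.18), *Bambi* (-4.11), *Ldhd* (-4.0), and *Mid1* (-3.83). In DKO-moderate against WT, *Meis2*, *Tmprss11g*, and *Epha7* had no reads in WT and were at least 1177-, 545-, and 308.6-fold higher, *Cntn5* and *Cdh2* had 1 read each in WT, and the largest falls were in *Mid1* (-2.30), *Adh1* (-2.03), *Sik1* (-1.74), *Amz1* (-1.74), and *Cd8b1* (-1.67). In DKO-severe against DKO-moderate the largest rises were in *Ltf*, *Itgb2l*, *Ngp*, *Camp*, and *Lcn2*, and the largest falls in *Xlr3b* (-3.09), *Arhgap29* (-2.72), *Adh1* (-2.66), *Slc16a5* (-2.44), and *Amigo2* (-2.33). These log2 fold changes are from edgeR. The rises and falls are ranked among genes that met the rule for named genes, not among all genes.

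Several of these values and calls depend on the setting or on single libraries. *Hapln1* was at 123.6 CPM in DKO-severe 3 and at 29.7, 9.44, and 9.29 CPM in DKO-severe 1, 2, and 4, and without DKO-severe 3 it was at least 737.9-fold higher than in WT. *Meis2* was at least 676.2-fold higher without DKO-moderate 4, and *Epha7* at least 191.0-fold higher without DKO-moderate 2. *Tmprss11g* was at 46.3 CPM in DKO-moderate 2 and at 0.16, 0.37, and 0.87 CPM in DKO-moderate 1, 3, and 4, and without DKO-moderate 2 it was at least 21.4-fold higher. It lost its call without any 1 of the WT libraries, in limma voom, with only the groups compared, with the replicate number as a block, with the term for Y-linked transcripts, and with the terms for neutrophil and B cell genes. *Adh1* and *Cd8b1* in DKO-moderate each lost their call in 6 of the 12 fits that left out 1 library. In DKO-severe against DKO-moderate, *Ltf*, *Ngp*, *Camp*, and *Lcn2* did not pass in limma voom, and *Itgb2l* did not pass with only the groups compared. With the terms for neutrophil and B cell genes, *Adh1*, *Bambi*, *Ldhd*, and *Mid1* in DKO-severe against WT did not pass, nor did *Arhgap29*, *Adh1*, *Slc16a5*, and *Amigo2* in DKO-severe against DKO-moderate. In the latter comparison the 5 largest rises did not pass with these terms either, with edgeR adjusted p-values from 0.0532 for *Ltf* to 0.232 for *Lcn2*. Of these 5, *Ltf*, *Ngp*, and *Camp* belong to the neutrophil list itself.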
